# MALAT1/ mir-1-3p mediated BRF2 expression promotes HCC progression via inhibiting the LKB1/AMPK signaling pathway

**DOI:** 10.1186/s12935-023-03034-1

**Published:** 2023-08-31

**Authors:** Guang-Zhen Li, Guang-Xiao Meng, Guo-Qiang Pan, Xiao Zhang, Lun-Jie Yan, Rui-Zhe Li, Zi-Niu Ding, Si-Yu Tan, Dong-Xu Wang, Bao-wen Tian, Yu-Chuan Yan, Zhao-Ru Dong, Jian-Guo Hong, Tao Li

**Keywords:** Hepatocellular carcinoma, BRF2, MALAT1, Has-miR-1-3p

## Abstract

**Background:**

The long non-coding RNA metastasis-associated lung adenocarcinoma transcript 1 (MALAT1) has been reported to play a vital role in the occurrence and development of various tumors. However, the underlying mechanism of MALAT1 in hepatocellular carcinoma (HCC) has not been thoroughly elucidated.

**Methods:**

The expression levels of MALAT1 in HCC tissues and different cell lines were detected by qRT-PCR. Antisense oligonucleotides (ASO)-MALAT1 transfected cells were used to explore the biological effects of MALAT1 in HCC cells by cell counting kit 8 (CCK-8), colony formation, transwell, wound healing, and flow cytometry analysis. Western blotting was performed to measure AMPK and apoptosis-related protein levels. Dual-luciferase reporter assay was performed to verify the relationship between MALAT1 and its specific targets.

**Results:**

We found that MALAT1 was upregulated in HCC, and MALAT1 knockdown in HCC cells inhibited cell proliferation, migration, and invasion and inhibited apoptosis in vitro. Further studies demonstrated that MALAT1 positively regulated the expression of transcription factor II B‑related factor 2 (BRF2), which was associated with tumor recurrence, large tumor size, and poor prognosis in HCC. Mechanistically, MALAT1 was found to act as a competitive endogenous RNA to sponge has-miR-1-3p, which upregulated BRF2 expression. Knockdown of BRF2 inhibited the progression of HCC by activating the LKB1/AMPK signaling pathway. Overexpression of BRF2 reversed the inhibitory effect of MALAT1 knockdown on HCC cell viability. Moreover, ASO targeting MALAT1 inhibited the growth of xenograft tumors.

**Conclusions:**

Our results demonstrate a novel MALAT1/miR-1-3p/BRF2/LKB1/AMPK regulatory axis in HCC, which may provide new molecular therapeutic targets for HCC in the future.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12935-023-03034-1.

## Introduction

Hepatocellular carcinoma (HCC) is one of the most prevalent cancers and one of the main causes of cancer-related death worldwide [1, 2]. The treatment of HCC remains challenging and is largely predicated on early diagnosis. Therefore, exploring the pathogenesis of HCC and identifying new targets for HCC are urgently needed for its clinical treatment.

Long noncoding RNAs (lncRNAs) are a class of single-strand RNAs with a minimum length of 200 bases that generally do not encode proteins [3, 4]. LncRNAs have diverse biological functions, including the regulation of gene expression at the level of transcription, RNA stabilization, and translation [5, 6]. Accumulating evidence has indicated that lncRNAs contribute to the pathogenesis and development of human malignant tumors, with roles in cell proliferation, migration, metastasis, invasion, and differentiation, by functioning as an oncogene or tumor suppressor [7–9]. The lncRNA metastasis-associated in lung adenocarcinoma transcript 1 (MALAT1), also known as nuclear enrichment autosomal transcript 2 (NEAT2), was originally identified as one of the most prominently overexpressed transcripts in metastatic non-small cell lung cancer tissues [10]. Previous studies have shown that MALAT1 plays an important role as an oncogenic molecule in cancers. For example, up-regulation of MALAT1 has been shown to be associated with tumor invasion and metastasis in colorectal cancer, prostate cancer, and lung cancer [11–13]. Abnormal expression of MALAT1 in ovarian cancer is associated with tumor invasion and poor prognosis [14, 15]. The biological mechanism of MALAT1 has not been fully elucidated in HCC.

As an RNA polymerase III core transcription factor, transcription factor II B (TFIIB)‑related factor 2 (BRF2) is located on TFIIB and involved in RNA polymerase III recruitment and transcription initiation [16]. RNA polymerase III expression contributes to the regulation of biosynthetic functions for cell survival, and dysregulation of RNA polymerase III–mediated transcription caused by the up-regulation of BRF2 expression may lead to uncontrolled cell growth, which is directly linked to cancer cell proliferation [17, 18]. Recent studies have shown that BRF2 is overexpressed in various solid cancers, including lung cancer, breast cancer, and esophageal squamous cell cancer [19–22]. However, the function and the exact mechanism of BRF2 in HCC progression are still unclear.

Antisense oligonucleotides (ASO), which are 20 to 30 nucleotides in length, block the functions of RNA (including miRNA) by highly complementary sequence matching [23]. Compared with RNA interference technology that function in the cytoplasm such as siRNA, ASO has certain advantages in exerting effects in the nucleus [24]. Exciting advances have been made with ASO-based therapies in genetically related diseases including cancer [25, 26], highlighting the potential for ASO therapies to provide benefits to patients.

In this study, we investigated other potential mechanisms of MALAT1 in HCC. We conducted an examination of MALAT1 expression in cancer tissues obtained from HCC patients. Additionally, we investigated the effects of MALAT1 on the proliferation and apoptosis of HCC cells. We found that MALAT1 upregulated the expression of BRF2, which was an independent predictor of prognosis in HCC patients. BRF2 knockdown inhibited cell proliferation and promoted cell apoptosis of HCC cells. We also analyzed the binding sites of hsa-miR-1-3p with MALAT1 and BRF2 using bioinformatics methods. We hypothesized that MALAT1 functioned as a competitive endogenous RNA (ceRNA) to sponge hsa-miR-1-3p, which upregulates BRF2 expression. Knockdown of BRF2 inhibited the progression of HCC by activating LKB1/AMPK signaling pathway. Overexpression of BRF2 reversed the inhibitory effect of MALAT1 knockdown on HCC cell viability and LKB1/AMPK activation. Importantly, ASO targeting MALAT1 was effective in inhibiting HCC tumor growth in vivo. Here we report the MALAT1/has-miR-1-3p/BRF2 /LKB1/AMPK axis in HCC, and these findings can provide new therapeutic targets for HCC patients.

## Materials and methods

### Bioinformatics analysi*s*

MALAT1 and BRF2 mRNA sequencing profiles were downloaded from TCGA dataset (https://portal.gdc.com). The interaction between MALAT1 and hsa-miR-1-3p was predicted by “ENCORI” (https://starbase.sysu.edu.cn/) and “MIRCODE” (http://www.mircode.org/). The interaction between hsa-miR-1-3p and BRF2 was predicted by “ENCORI” (https://starbase.sysu.edu.cn/) and “TARGETSCAN” (https://www.targetscan.org/).

### Cell lines and cell culture

PLC/PRF/5, Huh7, and MHCC97H cells were maintained in high-glucose DMEM (BasalMedia, Shanghai, China) with 10% fetal bovine serum (LON-SERA, Shanghai Shuangru Biology Science and Technology Co., Ltd). Hep3B cells were maintained in MEM-α supplemented with 10% fetal bovine serum. All cells were cultured in a humid incubator at 37℃ with 5% CO2. Media were replaced every other day.

### Tissue collection, follow-up and tissue microarray

We obtained 41 HCC samples and matched normal tissues from Qilu Hospital of Shandong University (Jinan, China). Our study was approved by the Ethics Committee of Qilu Hospital of Shandong University. Tissue microarray (TMA) was constructed by Shanghai Outdo Biotech Company using archival specimens from 200 anonymous HCC patients. The follow-up process and analysis of clinicopathological information were performed following a previous study [27].

### Quantitative reverse-transcription polymerase chain reaction (qRT‐PCR)

Total RNA was isolated from HCC cell lines and tumor cells by TRIzol (Invitrogen, USA). RNA was reverse transcribed into cDNA using a reverse transcription kit (Vazyme, China). Quantitative real-time PCR was performed on the Bio-Rad CFX Connect (Bio-Rad Laboratories, USA) using SYBR Premix Ex Taq (Takara, China). qRT-PCR analysis was performed as described in a previous study [28]. Primer sequences are listed in Supplementary Table 1.

### Cell transfection and construction of vectors

Antisense oligonucleotides (ASOs) targeting MALAT1 (ASO-MALAT1) GTTCAGAAGGTCTGAAGCTC and small interfering RNAs targeting BRF2 (si-BRF2) were purchased from Ribobio (Guangzhou, China). miR-1-3p (miR-1-3p mimics), NC (miR-1-3p negative control), miR-1-3p inhibitor, and NC inhibitor were obtained from GenePharma (Shanghai, China). We constructed the pENTER-BRF2 vector. HCC cells were transfected with the indicated constructs using the riboFECTTM CP Transfection Kit (Guangzhou, China). The sequences of siRNA are listed in Supplementary Table 1.

### Cell Counting Kit-8 (CCK‐8) assa ***y***

HCC cells were cultured in 96-well plates at a density of 2,000 cells/well, and 10µLCCK8 (Solarbio, China) solution was added to each hole of the plates after the plates were incubated in the incubator for an appropriate time. The culture plates were incubated in the incubator for 1 h, and the absorbance at 450 nm was measured with an enzyme label.

### Transwell migration and invasion assays

Transwell chambers (24-well, JET BIOFIL, China) were used for Transwell assays. In brief, 3 × 104 transfected HCC cells were seeded into the upper chambers with 100 µl serum‐free DMEM or MEM-α. Medium containing 10% fetal bovine serum (600 µl) was added into the lower chamber. After 36 h, the cells that migrated or invaded were fixed with formaldehyde for 20 min and stained with 0.1% crystal violet for 2 h. The cells were photographed under a microscope and counted.

### Western blot, immunohistochemistry, and immunofluorescence

The western blot, immunohistochemistry, and immunofluorescence analyses were performed following a previous study [29]. The primary antibodies used in these analyses are shown in Supplementary Table 2.

### Flow cytometry analysis

The Annexin V-FITC/PI apoptosis detection kit (Vazyme, China) was used to analyze cell apoptosis. Cells were collected 48 h after transfection, washed twice with phosphate buffer (PBS) and suspended with 500 µl binding buffer. Next, 5 µL Annexin V-FITC and 5 µL propidium iodide (PI) were added to the cell suspension. The cells were incubated at dark room temperature for 15 min, and the late and early apoptotic rates were measured by flow cytometry (BD Calibur, USA).

### Dual-luciferase reporter assay

Wild-type MALAT1 and BRF2 and mutant MALAT1 and BRF2 were cloned into firefly luciferase gene reporter vector pmirGLO (GenePharma, China). The pmirGLO-MALAT1-WT, BRF2-WT, MALAT1-MUT or BRF2-MUT was co-transfected with hsa-miR-1-3p or control mimics into HCC cells. At 48 h after transfection, the cells were lysed, and the luciferase activity was determined following instructions of the dual-luciferase reporter assay kit (Promega, China).

### RNA sequencing (RNA-seq) and RNA-seq data analysis

RNA-seq and RNA-seq data analysis were performed following a previous study [27]. The accession number of RNA-seq raw data in the GEO database is GSE239394.

### Xenograft mouse models

All animal experiments were performed with the approval of the Ethics Committee of our hospital. Five-week-old male athymic BALB/c nude mice (Charles River, China) were maintained in a specific pathogen-free environment. Huh7 or Hep3B cells (8.0 × 106 cells/mouse) were injected into the right flanks of the mice. When the tumor size was 100 mm³, the mice were randomly divided into two groups with six mice in each group. Intratumor injections of MALAT1 or control ASO were given every three days for a total of six times (5 nmol ASO in 100 µl sterile PBS). After five weeks, tumor specimens were collected for further analysis.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 8.0 (GraphPad Software, USA) and IBM SPSS Statistics 25 (SPSS, Inc., Chicago, IL, USA). Data are expressed as mean ± SD. Student t-test was used to analyze the difference between two groups, and the chi-square test was used to analyze categoric variables. Survival curves for overall survival (OS) and recurrence-free survival (RFS) were analyzed by the Kaplan–Meier method and evaluated using the log-rank test. The independent factors affecting prognosis were analyzed by multivariate Cox proportional risk regression. p values < 0.05 indicated statistical significance.

## Results

### MALAT1 expression is increased in HCC

Analysis of The Cancer Genome Atlas (TCGA) database revealed that MALAT1 was upregulated in many types of cancer tissues, including HCC, compared with normal tissues **(**Fig. 1a**)**. We collected 41 HCC tissues and paired normal tissues and confirmed that MALAT1 levels were higher in tumor tissue than in normal tissue of most HCC patients **(**Fig. 1b**).** We also detected the mRNA expression level of MALAT1 in various human HCC cell lines and found that the expression level of MALAT1 in Huh7 and Hep3B cells was higher than that of MHCC97H and PLC/PRF/5 cell lines **(**Fig. 1c**)**.

**Fig. 1:**
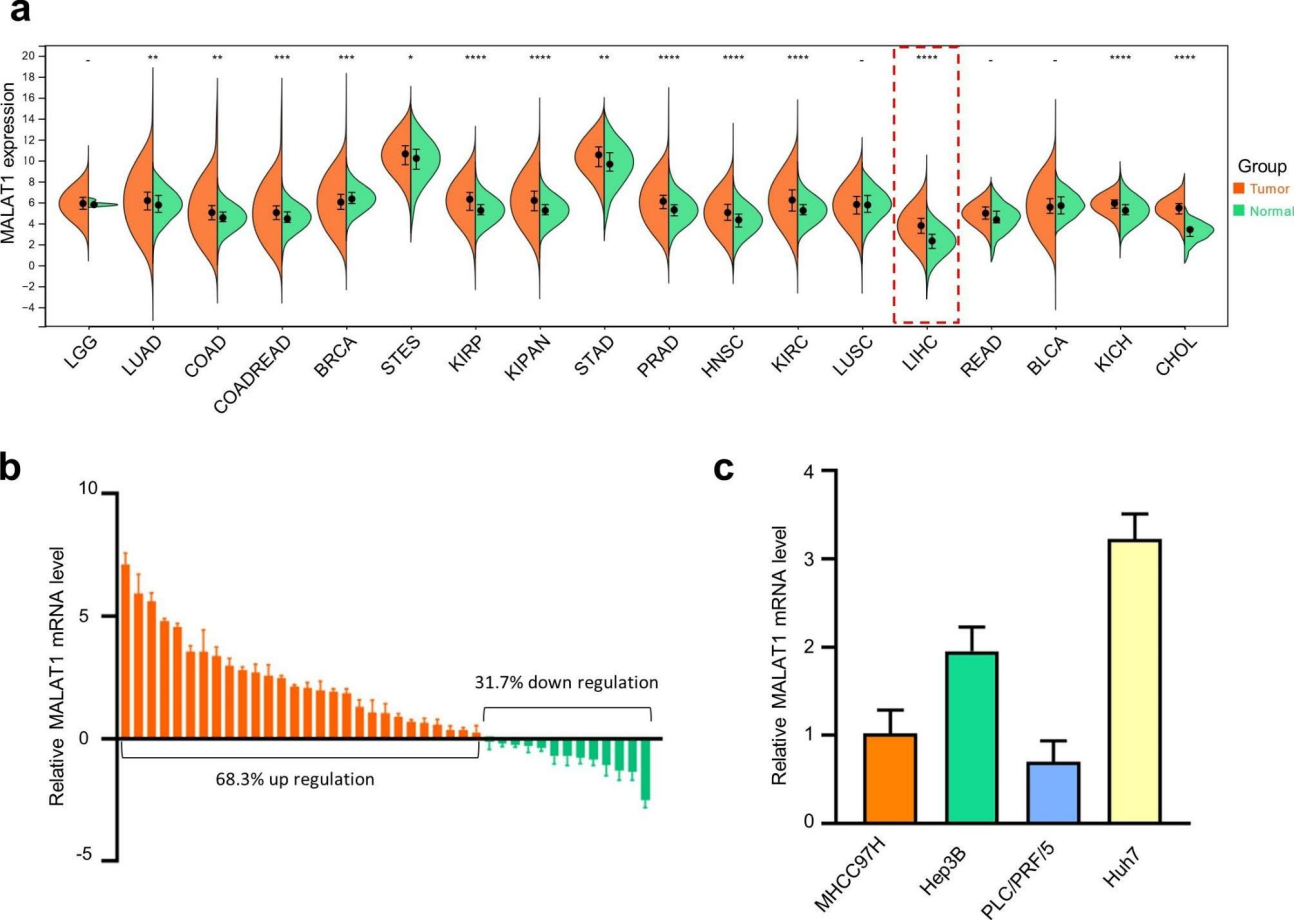
**The expression of MALAT1 increased in hepatocellular carcinoma.** (a) According to the TCGA database, MALAT1 is upregulated in many types of cancer tissues, including hepatocellular carcinoma, compared with normal tissues. (b) MALT1expression in 41 pairs of HCC tissues and normal tissues was examined by qRT-PCR. (c) The expression of MALAT1 in hepatocellular carcinoma cells was analyzed by qRT-PCR.

### MALAT1 promotes proliferation, migration, and invasion and reduces apoptosis of HCC cells

To explore the biological role of MALAT1 in HCC, we conducted a series of functional loss experiments. We designed ASO targeting MALAT1 (ASO-MALAT1) and negative control (ASO-NC) and transfected them into Huh7 and Hep3B cells for cell proliferation, colony formation, wound healing, transwell, and apoptosis assays. Knockdown efficiency was evaluated by RT-qPCR. Compared with the ASO-NC group, the MALAT1-ASO group showed markedly reduced expression of MALAT1 in Huh7 and Hep3B cells **(**Fig. 2a, b**)**. CCK-8 assays were performed to assess the proliferative ability of HCC cells. We found that knockdown of MALAT1 inhibited the proliferation ability of HCC cells **(**Fig. 2c, d**)**. Transwell assays showed that MALAT1 knockdown inhibited the migration and invasion abilities of HCC cells **(**Fig. 2e, f**)**. Flow cytometric analysis indicated that MALAT1 knockdown promoted apoptosis of HCC cells **(**Fig. 2g**)**. To further confirm the effect of MALAT1 on apoptosis, western blotting was used to detect the expressions of apoptosis-related proteins after MALAT1 knockdown. MALAT1 knockdown in both Huh7 and Hep3B cells increased the protein expression of Bax, cleaved-caspase-3, and cleaved-caspase-9, while the protein expression BCL-2 was decreased **(**Fig. 2h**)**. Taken together, these results indicate that MALAT1 plays a key role in regulating the proliferation, migration, invasion, and apoptosis of HCC cells.

**Fig. 2:**
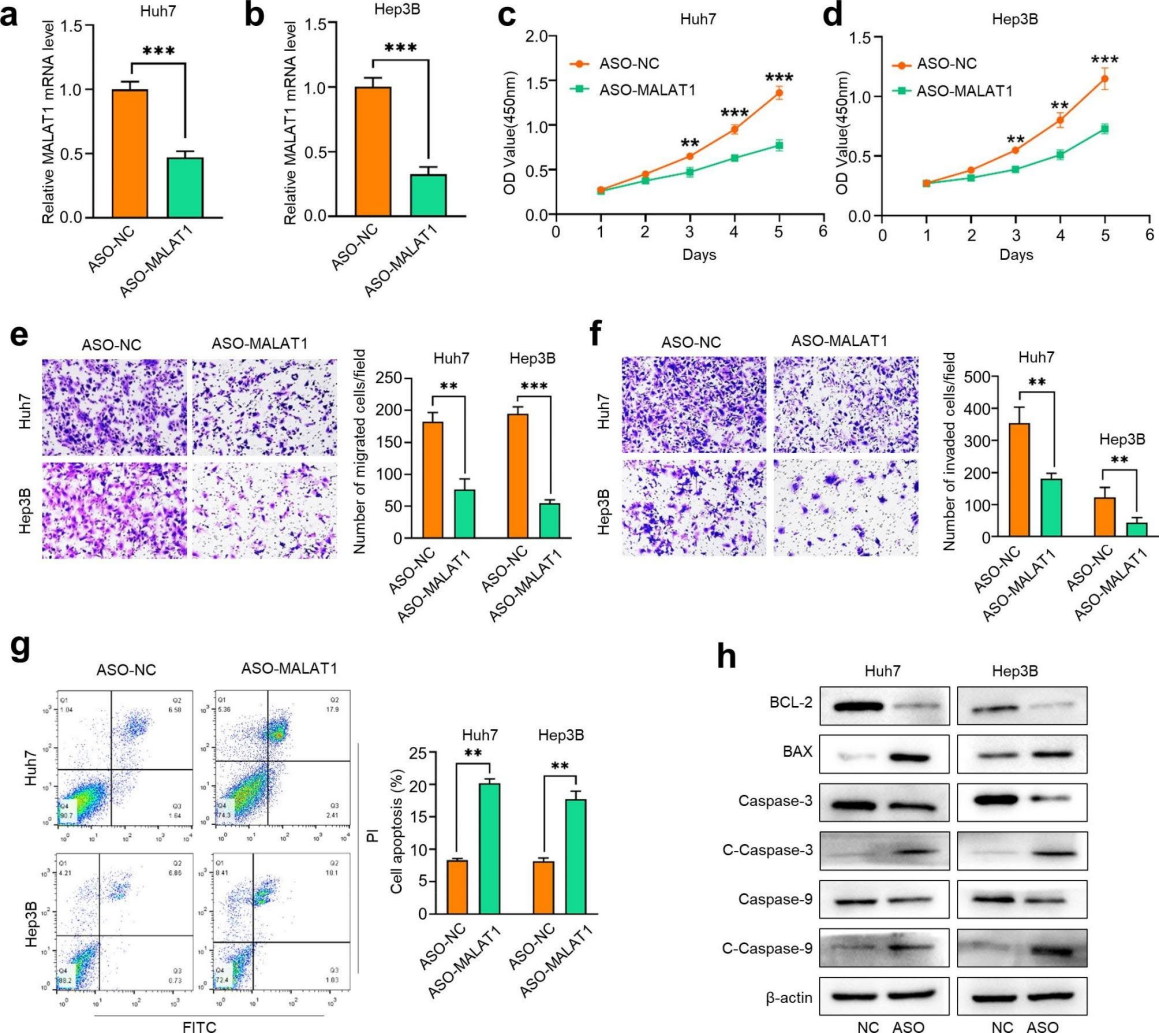
**MALAT1 promotes the proliferation, migration, invasion and anti-apoptosis of HCC cells.** (a, b) The transfection efficiency of ASO-MALAT1 in Huh7 and Hep3B cells was detected by qRT-PCR. (c, d) After silencing MALAT1, cell viability of Huh7 and Hep3B cells was detected by CCK-8 assay on days 0, 1, 2, 3, 4 and 5. (e, f) Transwell assay was used to detect migration and invasion of hepatocellular carcinoma cells after MALAT1 down-regulation. (g) The apoptosis rate of HCC cells after MALAT1 knockdown was detected by flow cytometry. (h) Western blot analysis was performed to detect the expression levels of apoptosis-related proteins in HCC cells after MALAT1 knockdown. ** P < 0.01, *** P < 0.001

### MALAT1 regulates the expression of BRF2, which is an independent predictor of HCC prognosis

To explore the molecular mechanism of MALAT1 in HCC, we screened target genes associated with MALAT1 (i.e., highly expressed in HCC tumor tissues and positively associated with poor prognosis in HCC patients) from TCGA database and identified the BRF2 gene. We found that BRF2 was significantly correlated with MALAT1 expression **(**Fig. 3a**)**. Both TCGA database and qRT-PCR results showed that BRF2 expression was up-regulated in HCC **(**Fig. 3b, c**)**. qRT-PCR results also confirmed a significant positive correlation between MALAT1 and BRF2 expression in HCC tissues **(**Fig. 3d**)**. Furthermore, MALAT1 knockdown resulted in down-regulation of BRF2 expression in Huh7 and Hep3B cells **(**Fig. 3e, f**)**, indicating a regulatory relationship between MALAT1 and BRF2. These results were verified by IF staining for BRF2 **(**Fig. 3g**)**.

Kaplan–Meier curve analysis showed that the mRNA level of BRF2 negatively correlated with OS and RFS in HCC tissues from TCGA **(**Fig. 3h, i**)**. Moreover, IHC of TMA indicated that the expression level of BRF2 in HCC tissues was also higher than that in adjacent normal liver tissues **(**Fig. 3j, k**)**. Kaplan–Meier survival analysis revealed that patients with high BRF2 expression had worse OS and RFS than those with low BRF2 expression **(**Fig. 3l, m**).** Analysis of BRF2 expression and clinical characteristics of TMA indicated there was a statistical correlation between BRF2 expression level and two clinicopathological features (tumor size and recurrence) **(**Table 1**)**. Furthermore, Cox proportional hazard model confirmed that BRF2 expression was an independent predictor of OS and RFS in HCC patients (Supplementary Tables 3, Supplementary Table 4). Overall, these findings suggested that MALAT1 regulates the expression of BRF2 and that BRF2 might be a valuable prognostic predictor in HCC.

**Table 1:** Statistics for BRF2 and clinicopathologic features in HCC patients

	Expression			*χ* ^2^	*P* value
	Total (n = 200)	Low(n = 100)	High(n = 100)		
**Age (years)**				0.501	0.479
≤ 50	95	45	50		
> 50	105	55	50		
**Sex**				0.038	0.845
Male	169	84	85		
Female	31	16	15		
**Tumour size (cm)**				37.729	< 0.001
≤ 5	133	87	46		
> 5	67	13	54		
**Tumour number**				1.452	0.228
1	157	82	75		
≥ 2	43	18	25		
**Tumour differentiation**				0.439	0.508
I-II	152	74	78		
III-IV	48	26	22		
**Vascular invasion**				3.712	0.054
No	159	85	74		
Yes	41	15	26		
**Tumour capsule**				2.642	0.104
Yes	71	30	41		
No	129	70	59		
**Liver cirrhosis**				0.567	0.451
No	34	15	19		
Yes	166	85	81		
**AFP (ng/ml)**				0.343	0.558
≤ 400	74	39	61		
> 400	126	35	65		
**HBsAg**				0.767	0.381
Negative	41	18	23		
Positive	159	82	77		
**Recurrence**				4.522	0.033
No	93	54	39		
Yes	107	46	61		

**Fig. 3:**
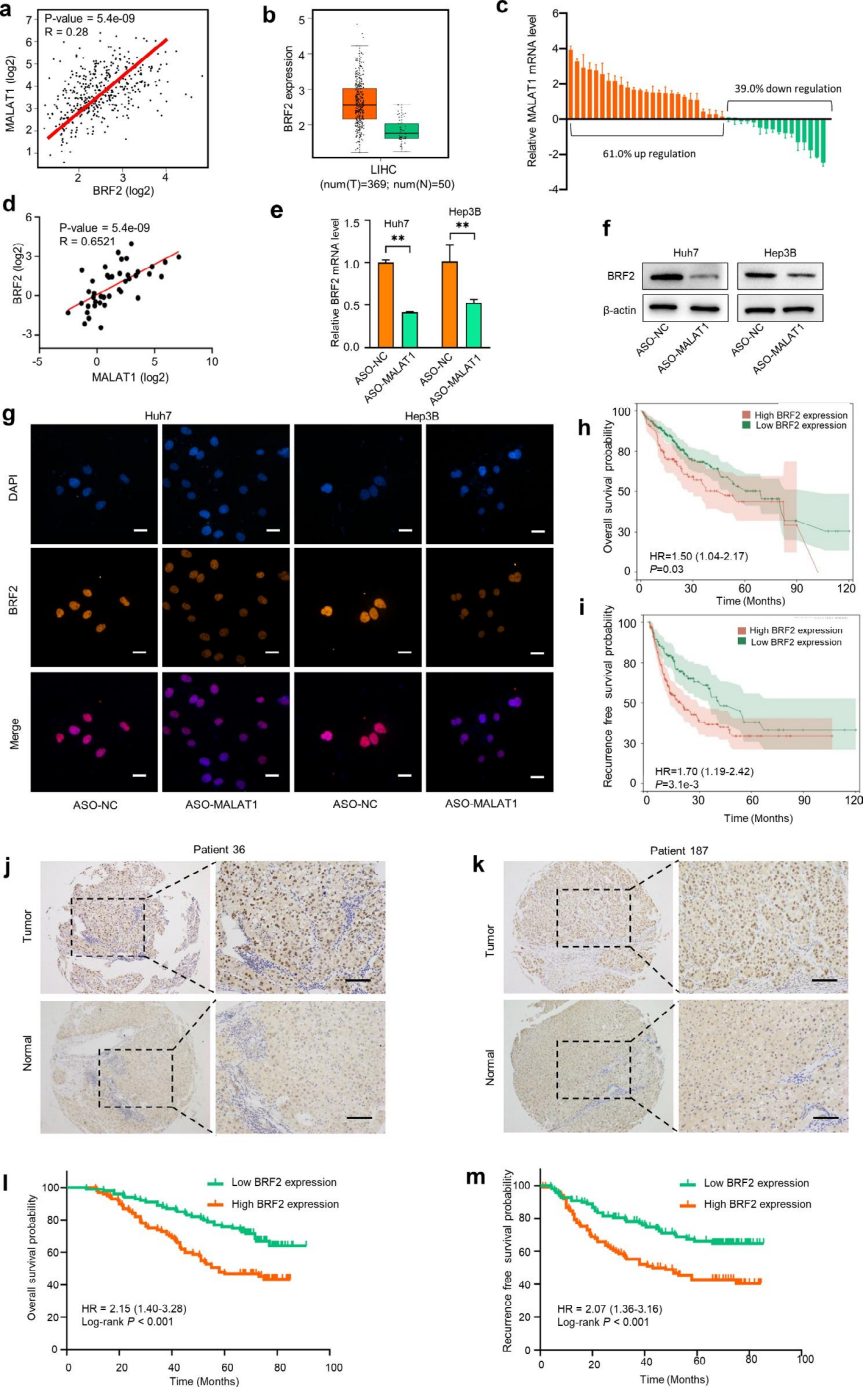
**MALAT1 regulates the expression of BRF2 which is associated with poor prognosis in HCC patients.** (a) The correlation between MALAT1 and BRF2 expression was analyzed from the TCGA database. (b) TCGA database suggested that BRF2 mRNA level was higher in tumour tissues than in normal. (c) BRF2 expression in 41 pairs of HCC tissues and normal tissues was examined by qRT-PCR. (d) The correlation between MALAT1 and BRF2 expression was analyzed by qRT-PCR in 41 tissue pairs. (e, f) The expression level of BRF2 was detected by qRT-PCR and western blot after MALAT1 knockdown. (g) IF staining for BRF2 showed the effect of MALAT1 knockdown on BRF2 expression. Scale, 10 μm. (h, i) Kaplan-Meier curve analysis showed that the mRNA level of BRF2 in HCC tissues was negatively correlated with OS and RFS. (j, k) The expression of BRF2 in human HCC specimens was detected by IHC. Scale, 50 μm. (l, m) Kaplan-Meier curve analysis of TMA patients showed that HCC patients with high BRF2 expression had lower OS and RFS.

### BRF2 promotes the proliferation, migration, and invasion and prevents apoptosis of HCC cells

To determine the biological function of BRF2 in HCC, we knocked down BRF2 expression by transfecting Huh7 and Hep3B cells with two independent siRNAs. qRT-PCR results showed that two siRNAs effectively reduced BRF2 expression in both cell lines by at least 60% **(**Fig. 4a, b**).** Using CCK8 and clonogenic assays, we found that BRF2 knockdown significantly inhibited the proliferation and clonogenic abilities of Huh7 and Hep3B cells **(**Fig. 4c–e**)**. Transwell and wound healing assays demonstrated that BRF2 knockdown inhibited the migration and invasion abilities of HCC cells **(**Fig. 4f–h**)**. Flow cytometry analysis and western blot showed that knockdown BRF2 also promoted the apoptosis of HCC cell lines **(**Fig. 4i, g**)**.

**Fig. 4:**
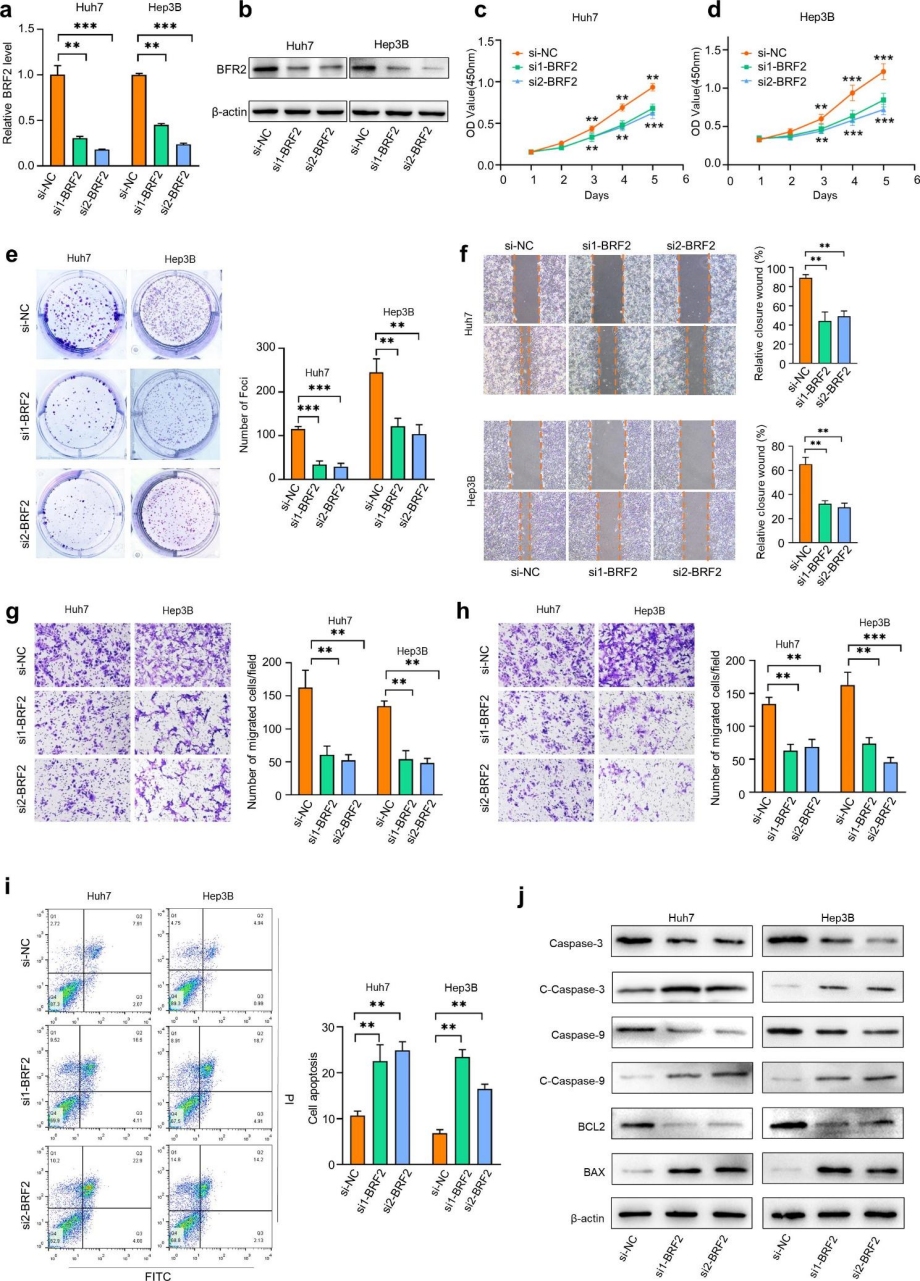
**Knockdown of BRF2 inhibits HCC progression.** (a, b) The transfection efficiency of si1/2-MALAT1 in Huh7 and Hep3B cells was detected by RT-qPCR and western blot. (c, d) After silencing BRF2, cell viability of Huh7 and Hep3B cells was detected by CCK-8 assay on days 0, 1, 2, 3, 4 and 5. (e) Colony formation assays were used to determine the role of BRF2 in HCC cell colony formation. (f-h) Transwell assay and cell scratch assay were used to detect migration and invasion of hepatocellular carcinoma cells after BRF2 down-regulation. (i) The apoptosis rate of HCC cells after BRF2 knockdown was detected by flow cytometry. (j) Western blot analysis was performed to detect the expression levels of apoptosis-related proteins in HCC cells after BRF2 knockdown. ** P < 0.01, *** P < 0.001

### MALAT1 regulates BRF2 through hsa-miR-1-3p

MALAT1 plays an important role in the occurrence and development of HCC through its function as a ceRNA [30]. Therefore, we hypothesized that MALAT1 might regulate BRF2 expression through sponging adsorption of miRNA. We next predicted miRNAs that could bind both MALAT1 and BRF2 using three databases (ENCORI, MIRCODE, and TARGETSCAN). The results identified eight candidate miRNAs that might bind MALAT1 and BRF2 **(**Fig. 5a**)**. qRT-PCR was then used to detect the expression of the eight miRNAs after MALAT1 knockdown. We found that the expression levels of two miRNAs, hsa-miR-1-3p and hsa-miR-338-3p, increased after MALAT1 knockdown in Huh7 and Hep3B cell lines **(**Fig. 5b, c**).** We then examined potential miRNA binding sites in MALAT1 and BRF2 using the Starbase website **(**Fig. 5d**)**. We constructed luciferase reporter vectors containing the hsa-miR-1-3p/ has-miR-338-3p binding region, including wild-type (WT-MALAT1/BRF2) or mutant (MT-MALAT1/BRF2). The constructs were transfected into Huh7 and Hep3B cells with hsa-miR-1-3p mimics, has-miR-338-3p mimics, or control miRNA (NC-mimics), followed by dual luciferase assay. The luciferase activities of the MALAT1-WT and BRF2-WT constructs were significantly decreased after co-transfection of hsa-miR-1-3p mimics compared with the NC-mimics group, while the luciferase activities of MALAT1-WT and BRF2-WT constructs after co-transfection of hsa-miR-338-3p mimics were not significantly changed **(**Fig. 5e, Supplementary Fig. 1). Therefore, hsa-miR-1-3p might be the target of MALAT1 and BRF2. In addition, qRT-PCR showed that hsa-miR-1-3p expression was down-regulated in HCC tissues compared with paired normal liver tissues **(**Fig. 5f**)**. Additionally, hsa-miR-1-3p expression was significantly negatively correlated with MALAT1 and BRF2 expression **(**Fig. 5g, h**)**. The expression levels of BRF2 mRNA and protein in Huh7 and Hep3B cells transfected with hsa-miR-1-3p mimics or miR-NC were detected by RT-qPCR and western blotting. The results showed that overexpression of hsa-miR-1-3p significantly inhibited the expression of BRF2 in HCC cells **(**Fig. 5i**)**.

We continued to investigate the regulatory mechanism among hsa-miR-1-3p, BRF2 and MALAT1. While the mRNA and protein expression of BRF2 were decreased after MALAT1 knockdown in Huh7 and Hep3B cells, the hsa-miR-1-3p inhibitor significantly reversed the reduction of BRF2 **(**Fig. 5j**)**. Collectively, our data suggested that MALAT1 functioned as a competitive endogenous RNA (ceRNA) to sponge hsa-miR-1-3p, which upregulates BRF2 expression.

**Fig. 5:**
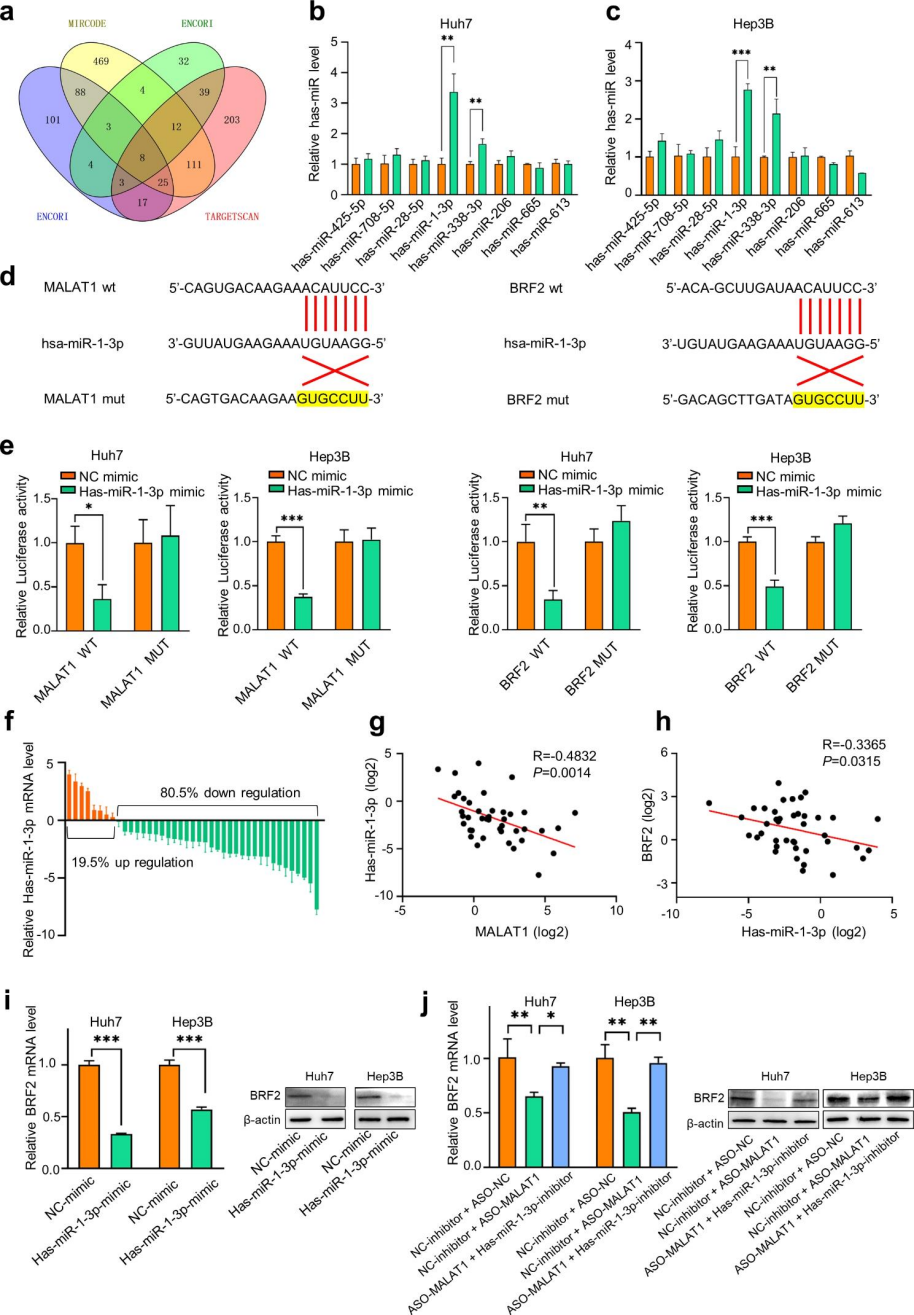
**MALAT1 regulates BRF2 expression by sponging hsa-miR-1-3p.** (a) ENCORI, MIRCODE and TARGETSCAN were used to predict the common miRNA targets of MALAT1 and BRF2. (b, c) Expression levels of miRNAs after MALAT1 knockdown in HCC cell lines were detected by qRT-PCR. (d) The binding sequence of miR-1-3p on MALAT1 and BRF2 was predicted from ENCORI and TARGETSCAN. (e) The interaction between MALAT1 and miR-1-3p (BRF2 and miR-1-3p) was assessed by luciferase reporter assay. (f) miR-1-3p expression in 41 pairs of HCC tissues and normal tissues was examined by qRT-PCR. (g, h) The correlation between MALAT1 and miR-1-3p (miR-1-3p and BRF2) expression was analyzed by qRT-PCR in 41 tissue pairs. (i) The relative expression of BRF2 was measured by qRT-PCR and Western blot after the addition of miR-1-3p mimics. BRF2 expression was down-regulated by miR-1-3p. (j) The relative expression of BRF2 was measured by qRT-PCR and Western blot after the addition of ASO-MALAT1 and miR-1-3p inhibitor. ** P < 0.01, *** P < 0.001

### The oncogenic effect of BRF2 in HCC may involve inhibition of the LKB1/AMPK signaling pathway

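Huh7 is a human hepatocellular carcinoma cell line. RNA-seq data of Huh7 cells transfected with a control siRNA (Huh7-NC) and of Huh7 cells transfected with an siRNA against BRF2 (Huh7-si) were analyzed, with 1 library per condition. No difference between the conditions therefore has a replicate check. The authors deposited, for each of 61541 human genes, an estimated read count and a TPM value (abundance scaled for gene length and library size) in each library, together with their own fold change and p value. The estimated counts need not be whole numbers, because reads that fit several genes were shared out, and they were rounded to whole numbers before each test on reads. They summed to 22852648 reads in Huh7-NC and 22089016 reads in Huh7-si, on 22605 and 24645 genes. A count of 0 allows up to 3 reads, which is 0.131 CPM (reads of a gene scaled to the library's total reads on genes) in Huh7-NC and 0.136 CPM in Huh7-si. Fold changes were calculated as ratios of CPM. Each gene's reads were compared by a two-sided exact binomial test, which compares these 2 libraries and not the conditions. Intervals are 95% exact Clopper-Pearson intervals and, like the limit for a count of 0, cover counting error only. The target of the siRNA was examined first. BRF2 (ENSG00000104221) lies on chromosome 8 of GRCh38 from 37843268 to 37849904, on the minus strand (GENCODE release 29), and encodes a subunit of the RNA polymerase III initiation factor. It had 1281 reads in Huh7-NC and 364 reads in Huh7-si, or 56.0 and 16.5 CPM. Its log2 fold change was -1.77 (95% interval -1.94 to -1.60, p = 5.0e-113 from the exact binomial test on the reads of the 2 libraries), a level 70.6% lower in Huh7-si. Its TPM values were 30.8 and 10.2. Another gene with reads, ADGRA2, overlaps BRF2 on the opposite strand. Among the alternatives, edgeR's TMM scaling moved the log2 fold change of BRF2 most, to -1.99.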

To explore the potential molecular mechanisms underlying the effect of BRF2 on HCC cells, we performed RNA-seq on Huh7 cells after BRF2 knockdown. We analyzed the RNA-seq results between Huh7-NC and Huh7-si cells and identified 2192 differentially expressed genes (DEGs) (fold change ≥ 2 and p < 0.05), including 1991 up-regulated and 201 down-regulated DEGs **(**Fig. 6a**)**. 

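Over the 26379 genes with reads, 2742 genes were higher and 270 were lower in Huh7-si at a fold change of at least 2 and an unadjusted p under 0.05 from the exact binomial test on the reads of the 2 libraries. A fold threshold of 1.5 gave 4634 and 756, and a pseudocount of 1 CPM gave 911 and 43. With TMM scaling in place of total reads, 1822 genes were higher and 572 lower, so that the higher genes made up 76.1% of the DEGs in place of 91.0%. When edgeR's exact test was run with an assumed biological coefficient of variation of 0.4, 687 genes were higher and 76 lower, the largest move of the higher genes among the alternatives. Change varied with gene length. Among protein-coding genes with at least 10 reads, the median log2 fold change was -0.30 in the eighth with the shortest genes (180 to 1306 bases) and 0.58 in the eighth with the longest (6526 to 109224 bases). The shortest eighth held 88 up-regulated and 41 down-regulated genes, and the longest held 341 and 1. Across these 14078 genes, which are not independent replicates, Spearman's rho between length and log2 fold change was 0.46. The largest rises among DEGs with at least 100 reads in one library and more than 3 in the other were those of TBCEL-TECTA (10.1 to 140 reads), ZBED6 (10.2 to 124 reads), ENSG00000272540 (41.3 to 373 reads), EGOT (23 to 193 reads) and ZEB2 (17 to 133 reads). TBCEL-TECTA and ZBED6 share their strand with TBCEL, TECTA and ZC3H11A, and ENSG00000272540 and EGOT lie opposite TUBB and ITPR1, so the assignment of their reads is uncertain. The largest falls were those of ENSG00000269243 (191 to 3.62 reads), ENSG00000267580 (397 to 47.9 reads), ENSG00000272617 (110 to 27.7 reads), BRF2 and SERF1A (395 to 114 reads). The first of these lies opposite RAB8A, the next opposite CEBPA, and ENSG00000272617 shares its strand with COG8. SERF1A has a near-identical copy, SERF1B, which rose from 155 to 368 reads, so their separate changes are uncertain.

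**Figure D1:**
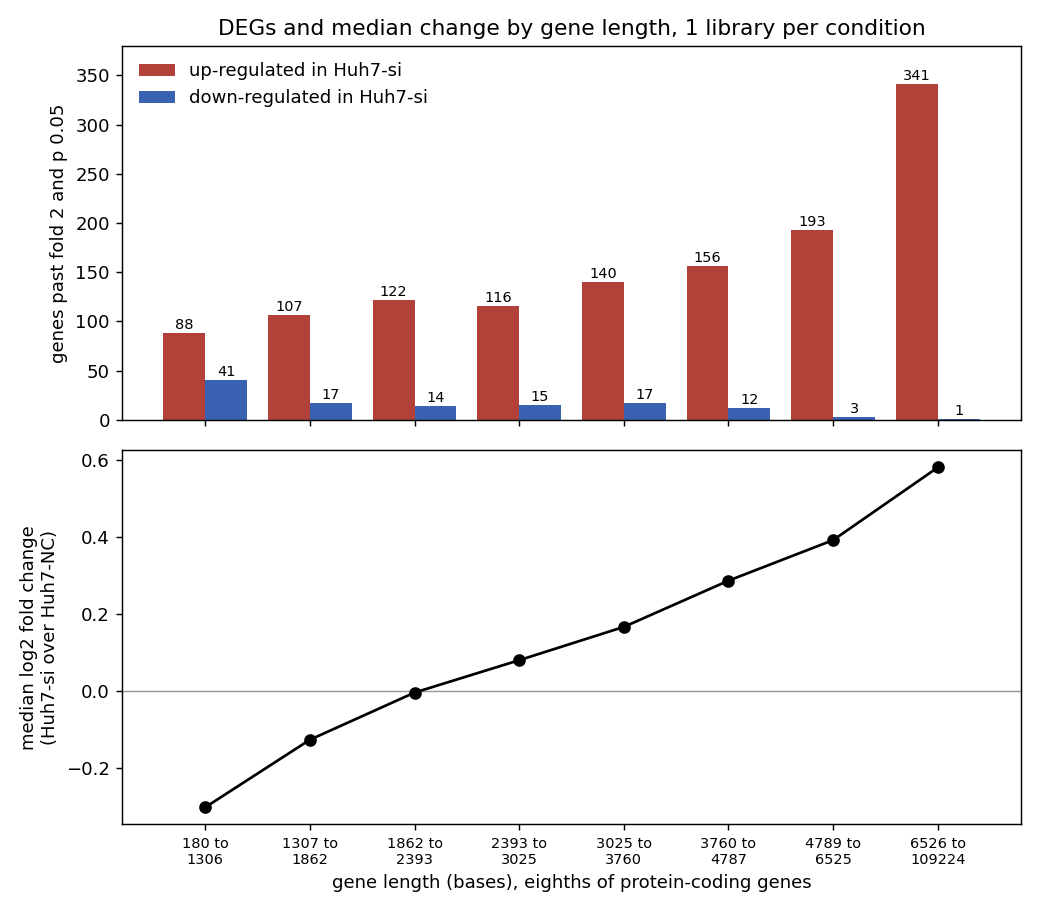
Up-regulated and down-regulated genes (upper panel, bars, number of genes) and median log2 fold change of Huh7-si over Huh7-NC (lower panel, points) in eighths of the protein-coding genes with at least 10 reads, by gene length in bases. Up-regulated genes go from 88 in the shortest eighth to 341 in the longest, and the median from -0.30 to 0.58.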

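Membership of KEGG pathways was not used here. The core AMPK genes were taken from a list of 12 genes written beforehand: the AMPK subunits, STK11 (LKB1) and the partners of LKB1. Of these, 11 had reads, and PRKAA2 alone was among the genes up-regulated in Huh7-si. Among 10000 random lists of 11 genes matched on mean expression, the mean was 0.65 up-regulated genes, and 49.4% of the lists held at least 1. No AMPK gene of the list was up-regulated with TMM scaling. Gene families were also counted by their names in the deposited descriptions, and the 14 families counted were chosen after their values were seen. Among protein-coding genes with at least 10 reads, 14 of 32 collagen genes were up-regulated, against a mean of 4.18 in random lists matched on mean expression and 5.91 in lists matched on gene length as well. Of the 8 laminin subunit genes, 6 were up-regulated (mean 0.80, or 1.42 with length). Of the 21 integrin subunit genes, 5 were up-regulated (mean 2.38, or 2.87 with length), a count reached by 13.6% of the lists matched on both. Of 78 cadherin genes 28 were up-regulated (mean 12.9, or 16.1 with length). Of 10 dynein axonemal heavy chain genes 6 were up-regulated (mean 1.82, or 3.07 with length), a count reached by 5.07% of the lists matched on both. The median length of these dynein genes was 14052 bases. The longest of the 8 length bins used for matching is wide, so their length is matched loosely. The median log2 fold change was 0.71 for collagens, 1.15 for laminins and 0.47 for integrins, and 0.49, 0.93 and 0.24 with TMM scaling.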

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that the upregulated DEGs in Huh7 cells were enriched in signaling pathways such as human papillomavirus infection and the AMPK signaling pathway **(**Fig. 6b**)**. 

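GO terms were not used here, and families were counted by the words in the gene descriptions, chosen after their values were seen. Of 741 protein-coding genes described as zinc finger genes, 108 were up-regulated and 1 was down-regulated. Random lists matched on mean expression held 75.5 up-regulated genes on average, and lists matched on expression and gene length 83.7; a count of at least 108 was reached by 0.12% of the latter. Of 620 genes described as kinases, which bind ATP, 57 were up-regulated, against means of 49.8 and 55.4, and 42.6% of the lists matched on both held at least as many. Of 39 ATP binding cassette genes, 10 were up-regulated, against means of 3.79 and 4.95. With TMM scaling, the up-regulated genes numbered 56 zinc finger genes, 31 kinases and 6 ATP binding cassette genes. The median log2 fold change of the kinases was 0.26, or 0.04 with TMM scaling.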

Gene Ontology (GO) functional classifications showed that the biological processes included transcription regulator activity and ATP binding **(**Fig. 6c**)**. The KEGG and GO enrichment analysis results of downregulated DEGs in Huh7 cells were shown in Fig. 6d, e.

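Among the down-regulated genes, 3 of the 12 S100 calcium binding protein genes with at least 10 reads were counted, against a mean of 0.18 in random lists matched on mean expression and 0.39 in lists matched on gene length as well. One of the 34 genes described as sulfotransferases and 2 of the 138 described as channels were down-regulated, while 7 and 23 of them were up-regulated. These families were also picked from the descriptions after their values were seen. Families of short genes were lower without passing the thresholds in most members, and length need not be the whole cause. Protein-coding genes of 180 to 1306 bases had a median log2 fold change of -0.30, and those of 1307 to 1862 bases -0.13. The ribosomal protein list with its pseudogenes had -0.52, where lists matched on expression and length had -0.33. The median log2 fold change was -0.53 for 94 ribosomal protein genes (median length 832 bases), -0.45 for 48 proteasome genes (1482.5 bases) and -0.42 for 45 NADH dehydrogenase genes (894 bases), and each was lower still with TMM scaling, which shifts every log2 fold change by -0.22. No proteasome or NADH dehydrogenase gene was down-regulated past the thresholds, and 1 ribosomal protein gene was; with TMM scaling 3, 2 and 2 were, and the sulfotransferases stood at 2 up-regulated and 2 down-regulated genes.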

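Both catalytic subunits of AMPK had more reads in Huh7-si. PRKAA2 (AMPKα-2, ENSG00000162409) had 152 reads in Huh7-NC and 295 in Huh7-si, a log2 fold change of 1.01 (95% interval 0.72 to 1.30, p = 8.1e-13 from the exact binomial test on the reads of the 2 libraries). Its interval includes values under the fold threshold, and with TMM or median-of-ratios scaling its log2 fold change was 0.78 or 0.80, and by the TPM columns 1.19. The median log2 fold change of genes of like length was 0.67, and PRKAA2 lay 0.33 above it. PRKAA1 (AMPKα-1) went from 2868 to 4443 reads, a log2 fold change of 0.68 (0.61 to 0.75), below the threshold. By the TPM columns it was 1.29, past it, with TMM scaling 0.46, and relative to genes of like length 0.64. The last value rests on the deposited length of PRKAA1, 1918 bases, and is uncertain. In Huh7-NC PRKAA1 had 125.5 CPM but 32.8 TPM, while ACTB, with a deposited length of 2021 bases, had 6055 CPM and 5150 TPM. The transcripts behind the TPM of PRKAA1 may therefore be longer than the deposited length. STK11, which encodes LKB1, had 2638 and 2482 reads and a log2 fold change of -0.04 (-0.12 to 0.04, p = 0.34 from the same exact test), a difference within counting error when scaled by total reads. Its log2 fold change was -0.26 with TMM scaling, -0.25 with median-of-ratios scaling or relative to genes of like length, and 0.34 by the TPM columns, so its direction depends on the processing. PRKAG1 was lower (log2 fold change -0.47), and PRKAG3 had no reads in either library, which allows up to 3. MTOR rose from 2111 to 3753 reads, a log2 fold change of 0.88 (0.80 to 0.96), where genes of like length had a median of 0.67. Its partner RPTOR had a log2 fold change of 0.37 and the inhibitor genes TSC1 and TSC2 had 0.76 and 0.46, while MLST8 and RHEB had -0.33 and -0.44. None of the 8 mTOR complex 1 genes examined passed the fold threshold. These are mRNA levels and carry no information on phosphorylation. The paper reports enrichment of AMPK signaling among the up-regulated DEGs (Fig. 6b). It reads its RNA-seq results as a potential link between BRF2 and this pathway.

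**Figure D2:**
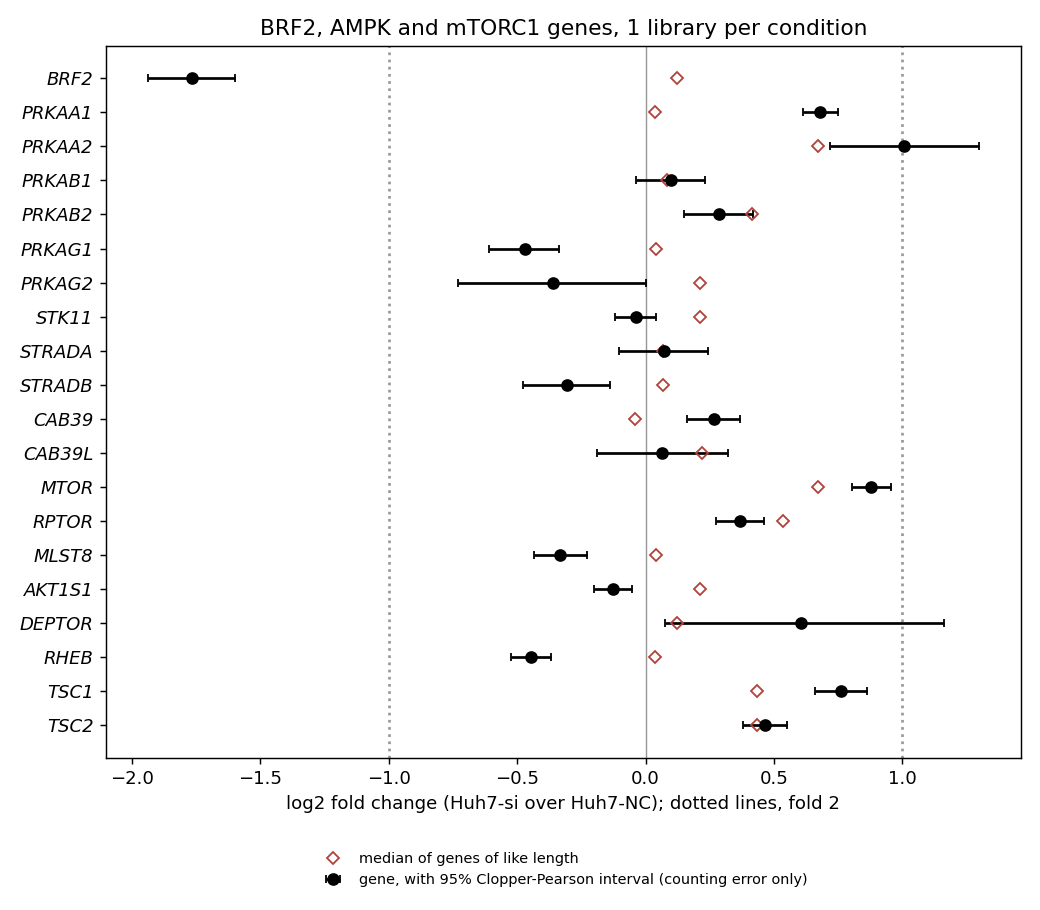
Log2 fold change of Huh7-si over Huh7-NC (x axis) of BRF2 and of the AMPK and mTOR complex 1 genes with reads (y axis). Bars are 95% Clopper-Pearson intervals for counting error, 1 library per condition. Open diamonds are medians of genes of like deposited length, uncertain for PRKAA1, and dotted lines mark a fold of 2. BRF2 lies at -1.77, PRKAA2 at 1.01 beside a diamond at 0.67, and STK11 at -0.04.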

The RNA-seq results indicated a potential link between BRF2 and the AMPK signaling pathway in HCC cells. AMPK is regulated by various upstream factors, including serine/threonine kinase (LKB1), a serine/threonine kinase that phosphorylates and activates AMPK [31]. The LKB1-AMPK signaling pathway has been shown to play roles in metabolism, protein synthesis, mitochondrial homeostasis, control of cell growth, autophagy, and apoptosis [32, 33]. Recent studies showed that activation of the LKB1-AMPK- mTOR signaling pathway inhibits the malignant behavior of tumor cells [34, 35]. Therefore, we hypothesized that BRF2 might play an oncogenic role by regulating the LKB1-AMPK signaling pathway.

We examined levels of key factors in the LKB1-AMPK signaling pathway after knockdown of BRF2 using qRT-PCR and western blotting. Our results showed that knockdown of BRF2 led to increased expression of LKB1 and p-AMPK proteins and decreased expression of p-mTOR **(**Fig. 6f, g**)**. These results suggest that BRF2 inhibits the LKB1-AMPK-mTOR pathway in HCC cells.

**Fig. 6:**
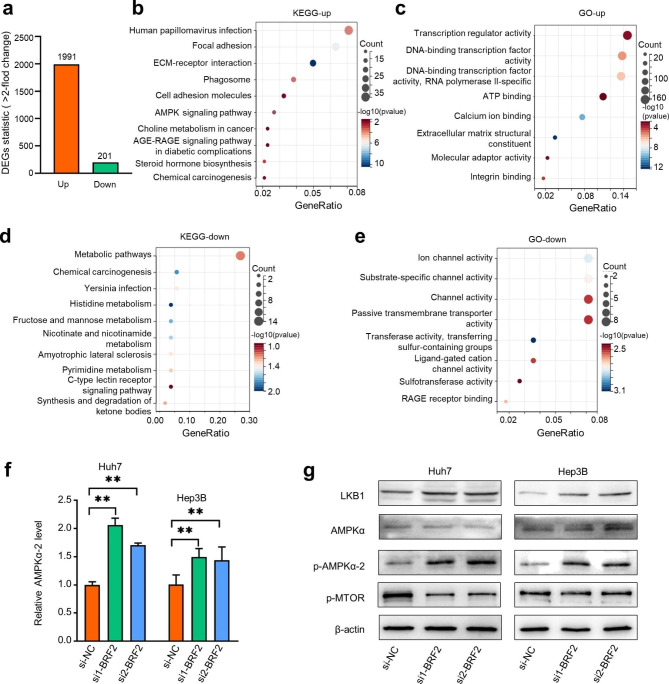
**The carcinogenic effect of BRF2 may mainly depend on the inhibition of LKB1/AMPK signaling pathway.** (a) The number of up-regulated genes and down-regulated genes in Huh7 cells by comparing the si-BRF2 group and the si-NC group. (b, c) Functional enrichment analysis including the GO and KEGG pathways was performed in the upregulated DEGs in Huh7-siBRF2. (d, e) Functional enrichment analysis including the GO and KEGG pathways was performed in the downregulated DEGs in Huh7-siBRF2. (f) The expression changes of AMPKα-2 mRNA levels after knockdown BRF2. (g) The expression changes of the LKB1-AMPK signaling pathway after knockdown of BRF2 by Western blotting. ** P < 0.01, *** P < 0.001

### Overexpression of BRF2 abrogated the effects of MALAT1 knockdown

We next performed rescue assays by overexpressing BRF2 in MALAT1 knockdown cells. qRT-PCR confirmed BRF2 mRNA overexpression efficiency **(**Fig. 7a**)**. Through CCK8, transwell assay and flow cytometry analysis, we found that BRF2 overexpression significantly rescued the proliferation, migration, invasion and apoptosis of MALAT1 knockdown cells **(**Fig. 7c–i**)**. Overexpression of BRF2 also rescued the activation of the LKB1-AMPK pathway and the changes of apoptosis-related proteins after MALAT1 knockdown **(**Fig. 7g**)**. Overall, MALAT1 regulated the LKB1-AMPK pathway by upregulating BRF2 thereby promoting proliferation and inhibiting apoptosis of HCC cells. Unadjusted Western blot images are available in the Supplementary Material.

**Fig. 7:**
**Overexpression of BRF2 abrogated MALAT1 knockdown.** (a, b) The transfection efficiency of OE-BRF2 in Huh7 and Hep3B cells was detected by qRT-PCR. (c, d) After silencing MALAT1 and overexpression BRF2, cell viability of Huh7 and Hep3B cells was detected by CCK-8 assay on days 0, 1, 2, 3, 4 and 5. (e, f) Transwell assay was used to detect migration and invasion of HCC cells after MALAT1 down-regulation and overexpression of BRF2. (g) The apoptosis rate of HCC cells after MALAT1 down-regulation and overexpression of BRF2 was detected by flow cytometry. (h) Western blot analysis was performed to detect the expression levels of apoptosis-related proteins and LKB1/AMPK in HCC cells after MALAT1 down-regulation and overexpression of BRF2. ** P < 0.01, *** P < 0.001

#### Knockdown of MALAT1 impedes xenograft tumor growth

To evaluate the effect of MALAT1 on HCC in vivo, mice were injected with Huh7 or Hep3B cells and then randomly divided into two groups; intratumor injection with ASO-NC or ASO-MALAT1 was performed every four days **(**Fig. 8a**)**. After six injections, the xenograft tumors injected with ASO-MALAT1 were significantly smaller than those injected with ASO-NC, both in volume and weight **(**Fig. 8b–d**)**. We also found that the expression of BRF2 was significantly decreased in tumors injected with ASO-MALAT1 (Fig. 8e).

**Fig. 8:**
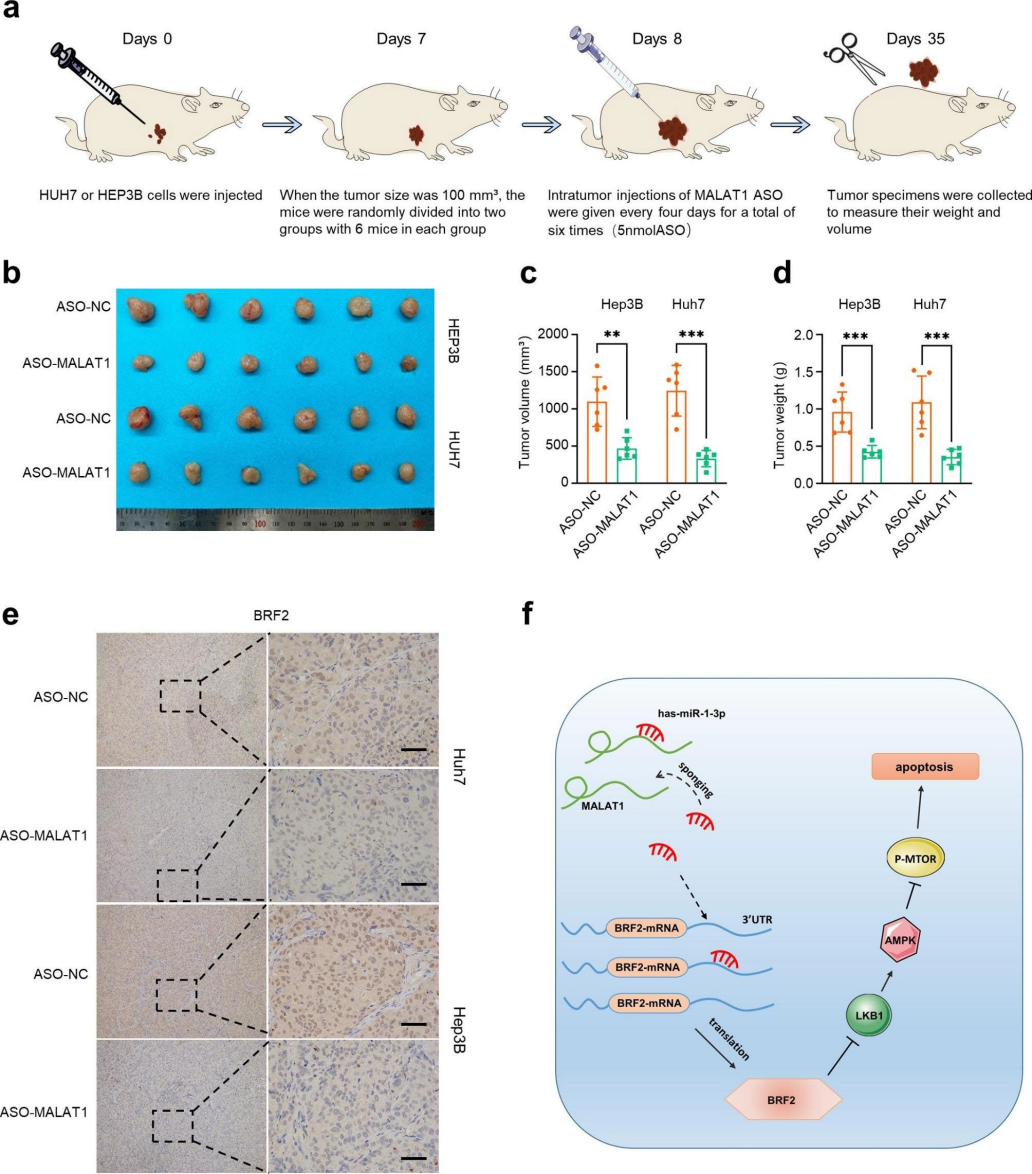
**ASO-MALAT1 impedes xenograft tumour growth.** (a) Graphic illustration of xenograft tumours and ASO NC or ASO MALAT1 injection in nude mice. (b-d) The xenograft tumours formed by Huh7 and Hep3B cells injected with ASO-MALAT1 were significantly smaller than those injected with NC-MALAT1. (e) IHC staining was used to detect the expression of BRF2 in xenograft tumours of nude mice. Scale, 100 μm. (f) Schematic depiction of the mechanisms underlying. ** P < 0.01, *** P < 0.001

## Discussion

Increasing studies have shown that the lncRNA MALAT1 plays an important regulatory role in tumor proliferation, invasion, metastasis and drug resistance [36]. Studies in HCC showed that up-regulation of MALAT1 is associated with poor prognosis of patients and may be a biomarker for poor clinical prognosis [37, 38]. In this study, we demonstrated that MALAT1 was upregulated in HCC tissues. Furthermore, MALAT1 knockdown significantly inhibited the proliferation, migration, invasion and anti-apoptosis ability of HCC cells by down-regulating the expression of BRF2. These results are consistent with previous findings suggesting that MALAT1 functions as an oncogene in HCC.

LncRNAs act as endogenous molecular sponges, ceRNAs, competing for the binding of miRNAs and regulating the expression levels of mRNAs. Studies have shown that the ceRNA network plays a major regulatory role in liver cancer and affects the development of HCC [39]. Our results identified a link between MALAT1 and BRF2 and we hypothesized that MALAT1 might act as ceRNA to regulate BRF2 expression in HCC. Our results provide the first evidence that MALAT1 sponges miR-1-3p to regulate BRF2 expression.

BRF2 has vital functions in the transcriptional regulation of small untranslated RNAs in eukaryotes [40]. BRF2 upregulation has been observed in many types of cancers and is critical in the development and progression of various cancers, including lung cancer, breast cancer, and esophageal squamous cell cancer [19–22, 41]. However, the functions and clinical relevance of BRF2 in HCC have been largely unknown. In our study, biogenic analysis showed that BRF2 expression was positively correlated with MALAT1 expression. BRF2 was highly expressed in HCC tumor samples, and a positive relationship was identified between MALAT1 and BRF2 in HCC tumor samples. MALAT1 knockdown reduced BRF2 expression at mRNA and protein levels. These results indicated that BRF2 is a downstream target of MALAT1 in HCC. We also found that BRF2 expression was positively associated with tumor size, neoplasm recurrence, and poor prognosis in HCC. Down-regulation of BRF2 significantly inhibited the ability of proliferation, colony formation, migration, and invasion of HCC cells and promoted apoptosis. Functional rescue assays demonstrated that overexpression of BRF2 reversed the anticancer properties induced by MALAT1 knockdown, which further confirmed that BRF2 was regulated by MALAT1.

We further explored the mechanism by which MALAT1 acts as ceRNA to regulate BRF2 and found that hsa-miR-1-3p targets both MALAT1 and BRF2 by bioinformatics technology and dual luciferase assay. Hsa-miR-1-3p has been identified as a tumor suppressor in multiple types of cancers such as HCC, bladder cancer, and prostate cancer [42–44]. In HCC cells, hsa-miR-1-3p targets ORC6 and SOX9 to promote apoptosis [42, 45]. We found that the expression of hsa-miR-1-3p was reduced in HCC tissue samples, and knockdown of MALAT1 up-regulated the expression of hsa-miR-1-3p in HCC cell lines. Furthermore, hsa-miR-1-3p interacts with and regulates MALAT1 and BRF2, and inhibition of hsa-miR-1-3p partially reversed the reduction of BRF2 expression caused by MALAT1 knockdown. Li et al. reported that MALAT1 sponges hsa-miR-1-3p in esophagus cancer [46]. Similarly, the increase of hsa-miR-1-3p decreased the expression of BRF2. Hence, we concluded that hsa-miR-1-3p was required for HCC cell proliferation, metastasis and anti-apoptosis induced by the MALAT1-BRF2 axis. Together these results indicate that MALAT1 is involved in the development of HCC by regulating hsa-miR-1-3p and BRF2.

LKB1-AMPK signaling regulates a variety of cellular functions including cell metabolism, apoptosis, and autophagy [47]. Previous studies demonstrated that LKB1-AMPK signaling plays a major role in tumor suppression by negatively regulating cancer cell metabolism and proliferation [48–50]. For instance, Li et al. reported that tankyrase inhibitors regulated metabolic homeostasis and inhibited tumorigenesis by activating the LKB1-AMPK signaling pathway [34]. In this study, we found that both MALAT1 and BRF2 knockdown activated the LKB1-AMPK pathway and promoted cell apoptosis in HCC. Furthermore, BRF2 overexpression reversed the effect of MALAT1 knockdown on LKB1-AMPK pathway and cell apoptosis. Collectively, our results suggest that MALAT1 knockdown inhibited the proliferation and induced apoptosis of HCC cells via activating the LKB1-AMPK pathway through downregulating BRF2.

ASO can bind complementary RNA sequences and recruit ribonuclease H for RNA degradation in vitro and in vivo [51–53]. Research on targeted therapy using ASO-based technology has developed rapidly, indicating that ASO is a very promising therapeutic strategy in clinical practice [51, 52, 54]. Here, ASO-MALAT1 greatly reduced the proliferation of HCC tumors in our xenograft model, and BRF2 expression was decreased in tumors. Our results support a role for the MALAT1-BRF2 regulatory axis in HCC and suggest that targeted inhibition of MALAT1 by ASO technology may be an effective therapeutic approach to delay HCC progression.

## Conclusions

Our study demonstrated that MALAT1 and BRF2 promoted cell proliferation in HCC, and BRF2 was an independent predictor of prognosis in patients with HCC. The MALAT1/hsa-miR-1-3p/BRF2/LKB1/AMPK regulatory axis plays a crucial role in HCC progression and represents potential therapeutic targets for HCC (Fig. 8f).

### Electronic supplementary material

Below is the link to the electronic supplementary material.

***Supplementary Table 1***. The sequence of Primers, siRNAs, and ASOs. ***Supplementary Table 2.*** List of primary and secondary antibodies. ***Supplementary Table 3***. Univariate and multivariate analysis of OS in HCC patients. ***Supplementary Table 4.*** Univariate and multivariate analysis of RFS in HCC patients.

Supplementary Material 2

**Supplementary Fig. 1. Hsa-miR-338-3p was not targeted to MALAT1 or BRF2.** (a) The binding sequence of has-miR-338-3p on MALAT1 and BRF2 was predicted from ENCORI and TARGETSCAN. (b) The interaction between MALAT1 and has-miR-338-3p (BRF2 and has-miR-338-3p) was assessed by luciferase reporter assay.

## Data Availability

All data generated or analysed during this study are included in this published article and its supplementary information files.

## Abbreviations

HCC: Hepatocellular carcinoma
MALAT1: metastasis-associated lung adenocarcinoma transcript 1
ASO: Antisense oligonucleotides
BRF2: transcription factor II B‑related factor
ceRNA: competitive endogenous RNA
lncRNAs: Long noncoding RNAs
NEAT2: nuclear enrichment autosomal transcript 2
TMA: Tissue microarray
CCK8: cell counting Kit 8
WB: western blot
IHC: immunohistochemistry
IF: immunofluorescence
OS: Overall survival
RFS: Relapse Free survival
NOS: Newcastle-Ottawa Scale
NA: not available

# Supplementary material for: MALAT1/ mir-1-3p mediated BRF2 expression promotes HCC progression via inhibiting the LKB1/AMPK signaling pathway
**Source:** Cancer Cell Int. 2023 Aug 31;23:188. doi: 10.1186/s12935-023-03034-1
**Supplement:** Supplementary file 1 — Supplementary Table 1. The sequence of Primers, siRNAs, and ASOs. Supplementary Table 2. List of primary and secondary antibodies. Supplementary Table 3. Univariate and multivariate analysis of OS in HCC patients. Supplementary Table 4. Univariate and multivariate analysis of RFS in HCC patients.

**Supplementary Table 1.** The sequence of Primers, siRNAs, and ASOs.

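The table lists 2 siRNAs against BRF2 and an ASO (antisense oligonucleotide) against MALAT1. The sequences were matched to the GENCODE release 29 transcripts (GRCh38). BRF2-1 (CCACCAACATTTGAGGATA) matches BRF2 on the same strand as the transcript, on chromosome 8 from 37847116 to 37847134, in exon 3 of 4 and in the coding sequence, at bases 377 to 395 of the transcript of 2603 bases. All 4 annotated BRF2 transcripts hold it. BRF2-2 (GCACTTACATGCAGATAGT) matches from 37846920 to 37846938, also in exon 3 and in the coding sequence, at bases 573 to 591, and 2 of the 4 transcripts hold it. Both listed strands are therefore the strand of the mRNA, and the guide strands are their complements. No transcript of another gene holds either sequence in full; matches with mismatches were not searched. MALAT1-ASO (GTTCAGAAGGTCTGAAGCTC) matches the exon of MALAT1 on chromosome 11 from 65498058 to 65498077, at bases 297 to 316 of the transcript of 8708 bases. The column that lists it is headed as forward, sense or target sequence, so the entry may be the target site and not the oligonucleotide. The listed sequence has the same orientation as the MALAT1 transcript. Of the 17 annotated MALAT1 transcripts, 1 holds the listed sequence and 0 hold its reverse complement. An annotated gene on the other strand, AP000769.2, has a transcript that holds the complement. Which of the 2 siRNAs was used for RNA-seq is not named in the paper's text.

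**Figure D3:**
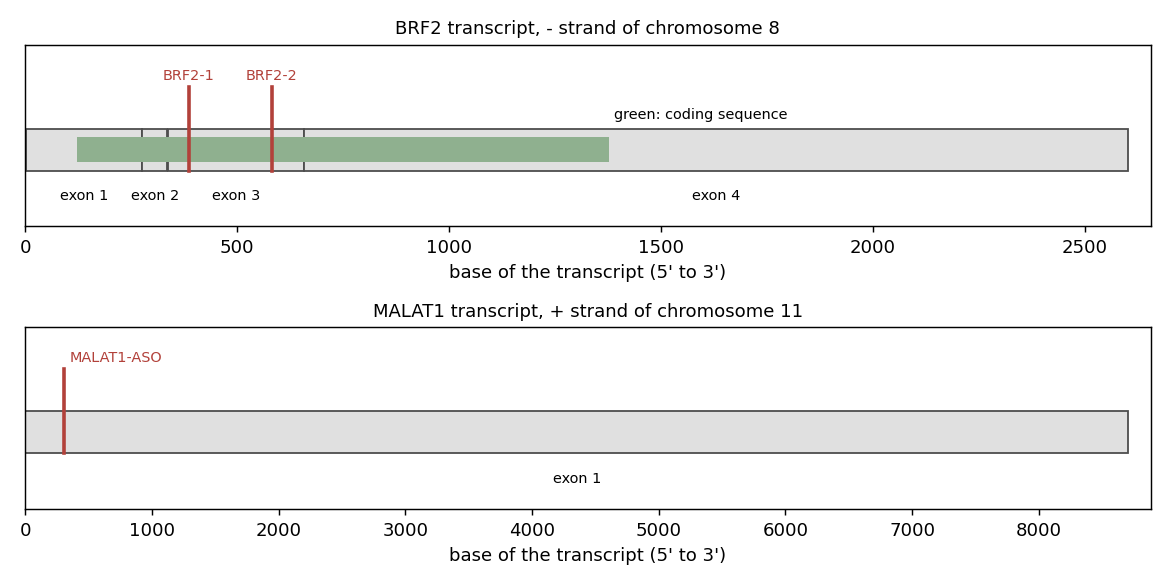
Positions of the listed siRNA sequences on the BRF2 transcript of 2603 bases (upper panel, 4 exons, coding sequence in green) and of the listed ASO sequence on the MALAT1 transcript of 8708 bases (lower panel, 1 exon); the x axis is the base of the transcript. BRF2-1 lies at bases 377 to 395 and BRF2-2 at 573 to 591, both in exon 3, and MALAT1-ASO at bases 297 to 316.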

|  | Name | Forward/Sense (from 5ʹ to 3ʹ)/ target sequence | Reverse/Antisense (from 5ʹ to 3ʹ) |
| --- | --- | --- | --- |
| Primers used for RT-qPCR | MALAT1 | GCCATTTTAGCAACGCAGAA | GACAGCTAAGATAGCAGCACAACT |
|  | BRF2 | CACTACCTTCAGCGACGAGG | CAGAGTGCCGATATGCCTGT |
|  | β-action | GAAGAGCTACGAGCTGCCTGA | CAGACAGCACTGTGTTGGCG |
|  | U6 | CAGCACATATACTAAAATTGGAACG | ACGAATTTGCGTGTCATCC |
|  | has-miR-338-3p | CCTCCTATTTCCAGCATCAGTG | TATGCTTGTTCTCGTCTCTGTGTC |
| miRNA ploy A add method | hsa-miR-425-5p | AATGACACGATCACTCCCGTTGA |  |
|  | hsa-miR-708-5p | GCCTTACAATCTAGCTGGGAA |  |
|  | hsa-miR-28-5p | GAGAAGGAGCTCACAGTCTATTG |  |
|  | hsa-miR-1-3p | GGGTGGAATGTAAAGAAGTATGTAT |  |
|  | hsa-miR-206 | TGGAATGTAAGGAAGTGTGTGG |  |
|  | hsa-miR-613 | CCCATGTTCCTTCTTTGCCAA |  |
|  | hsa-miR-665 | CAGGATGCTGAGGCCCCTAAA |  |
|  | U6 | GGAACGATACAGAGAAGATTAGC | TGGAACGCTTCACGAATTTGCG |
| ASO or siRNAs | MALAT1-ASO | GTTCAGAAGGTCTGAAGCTC |  |
|  | BRF2-1 | CCACCAACATTTGAGGATA |  |
|  | BRF2-2 | GCACTTACATGCAGATAGT |  |
|  | has-miR-1-3p-mimics-NC | UGGAAUGUAAAGUAUGUAU | ACAUACUUCUUUACAUUCCAUU |
|  | has-miR-1-3p-mimics | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |
|  | has-miR-1-3p- inhibitor | AUACAUACUUCUUUACAUUCCA |  |

**Supplementary Table 2.** List of primary and secondary antibodies.

| Antibody name | Corporation | Application |
| --- | --- | --- |
| Rabbit anti-human GAPDH | Abmart | WB:1/5000 |
| Goat anti-human BRF2 | Abcam | WB:1/2000  IHC:1/300 |
| Rabbit anti-human PI3K | Cell Signaling Technology | WB:1/1000 |
| Rabbit anti-human p-AKT | Cell Signaling Technology | WB:1/1000 |
| Rabbit anti-human Caspase-3 | Cell Signaling Technology | WB:1/1000 |
| Rabbit anti-human Caspase-9 | Cell Signaling Technology | WB:1/1000 |
| Rabbit anti-human BCL-2 | Cell Signaling Technology | WB:1/1000 |
| Rabbit anti-human BAX | Cell Signaling Technology | WB:1/1000 |

**Supplementary Table 3.** Univariate and multivariate analysis of OS in HCC patients.

| **Variable** | **Univariate** | | **Multivariate** | |
| --- | --- | --- | --- | --- |
|  | **HR (95% Cl)** | ***P* value** | **HR (95% Cl)** | ***P* value** |
| **BRF2 level** |  | <0.001 |  | 0.002 |
| Low | 1.00 |  | 1.00 |  |
| high | 2.156 (1.393-3.337) |  | 2.043 (1.310-3.185) |  |
| **Age (years)** |  | 0.398 |  |  |
| ≤50 | 1.00 |  | N.A. |  |
| >50 | 0.834 (0.548-1.270) |  | N.A. |  |
| **Sex** |  | 0.702 |  |  |
| Female | 1.00 |  | N.A. |  |
| Male | 0.894 (0.505-1.585) |  | N.A. |  |
| **Tumour size (cm)** |  | 0.250 |  |  |
| ≤5 | 1.00 |  | N.A. |  |
| >5 | 1.291 (0.835-1.997) |  | N.A. |  |
| **Tumour number** |  | <0.001 |  | 0.015 |
| 1 | 1.00 |  | 1.00 |  |
| ≥2 | 2.241 (1.418-3.541) |  | 1.802 (1.121-2.895) |  |
| **Tumour differentiation** |  | 0.512 |  |  |
| I-II | 1.00 |  | N.A. |  |
| III-IV | 0.843 (0.507-1.403) |  | N.A. |  |
| **Vascular invasion** |  | 0.004 |  | 0.207 |
| No | 1.00 |  | 1.00 |  |
| Yes | 1.991 (1.243-3.188) |  | 1.384 (0.836-2.291) |  |
| **Tumour capsule** |  | 0.175 | N.A. |  |
| Yes | 1.00 |  | N.A. |  |
| No | 1.348 (0.876-2.075) |  |  |  |
| **Liver cirrhosis** |  | 0.039 |  | 0.039 |
| No | 1.00 |  | 1.00 |  |
| Yes | 2.068 (1.036-4.130) |  | 2.083 (1.038-4.179) |  |
| **AFP (ng/ml)** |  | 0.027 |  | 0.162 |
| ≤400 | 1.00 |  | 1.00 |  |
| >400 | 1.687 (1.060-2.686) |  | 1.411 (0.871-2.286) |  |
| **HBsAg** |  | 0.221 |  |  |
| Negative | 1.00 |  | N.A. |  |
| Positive | 1.416 (0.811-2.471) |  | N.A. |  |

N.A. Not applicable.

**Supplementary Table 4.** Univariate and multivariate analysis of RFS in HCC patients.

| **Variable** | **Univariate** | | **Multivariate** | |
| --- | --- | --- | --- | --- |
|  | **HR (95% Cl)** | ***P* value** | **HR (95% Cl)** | ***P* value** |
| **BRF2 level** |  | 0.001 |  | 0.002 |
| Low | 1.00 |  | 1.00 |  |
| high | 2.078 (1.343-3.215) |  | 1.991 (1.277-3.103) |  |
| **Age (years)** |  | 0.587 |  |  |
| ≤50 | 1.00 |  | N.A. |  |
| >50 | 0.848 (0.557-1.748) |  | N.A. |  |
| **Sex** |  | 0.963 |  |  |
| Female | 1.00 |  | N.A. |  |
| Male | 0.987 (0.557-1.748) |  | N.A. |  |
| **Tumour size (cm)** |  | 0.323 |  |  |
| ≤5 | 1.00 |  | N.A. |  |
| >5 | 1.246 (0.806-1.927) |  | N.A. |  |
| **Tumour number** |  | <0.001 |  | <0.001 |
| 1 | 1.00 |  | 1.00 |  |
| ≥2 | 2.444 (1.548-3.857) |  | 2.239 (1.397-3.590) |  |
| **Tumour differentiation** |  | 0.808 |  |  |
| I-II | 1.00 |  | N.A. |  |
| III-IV | 0.939 (0.564-1.561) |  | N.A. |  |
| **Vascular invasion** |  | 0.014 |  | 0.482 |
| No | 1.00 |  | 1.00 |  |
| Yes | 1.810 (1.130-2.898) |  | 1.201 (0.721-2.000) |  |
| **Tumour capsule** |  | 0.175 | N.A. |  |
| Yes | 1.00 |  | N.A. |  |
| No | 1.275 (0.829-1.962) |  |  |  |
| **Liver cirrhosis** |  | 0.053 |  |  |
| No | 1.00 |  | N.A. |  |
| Yes | 1.981 (0.993-3.954) |  | N.A. |  |
| **AFP (ng/ml)** |  | 0.044 |  | 0.164 |
| ≤400 | 1.00 |  | 1.00 |  |
| >400 | 1.611 (1.012-2.563) |  | 1.408 (0.869-2.279) |  |
| **HBsAg** |  | 0.238 |  |  |
| Negative | 1.00 |  | N.A. |  |
| Positive | 1.398 (0.801-2.439) |  | N.A. |  |

N.A. Not applicable.

# Supplementary material for: MALAT1/ mir-1-3p mediated BRF2 expression promotes HCC progression via inhibiting the LKB1/AMPK signaling pathway
**Source:** Cancer Cell Int. 2023 Aug 31;23:188. doi: 10.1186/s12935-023-03034-1

**Figure 2**

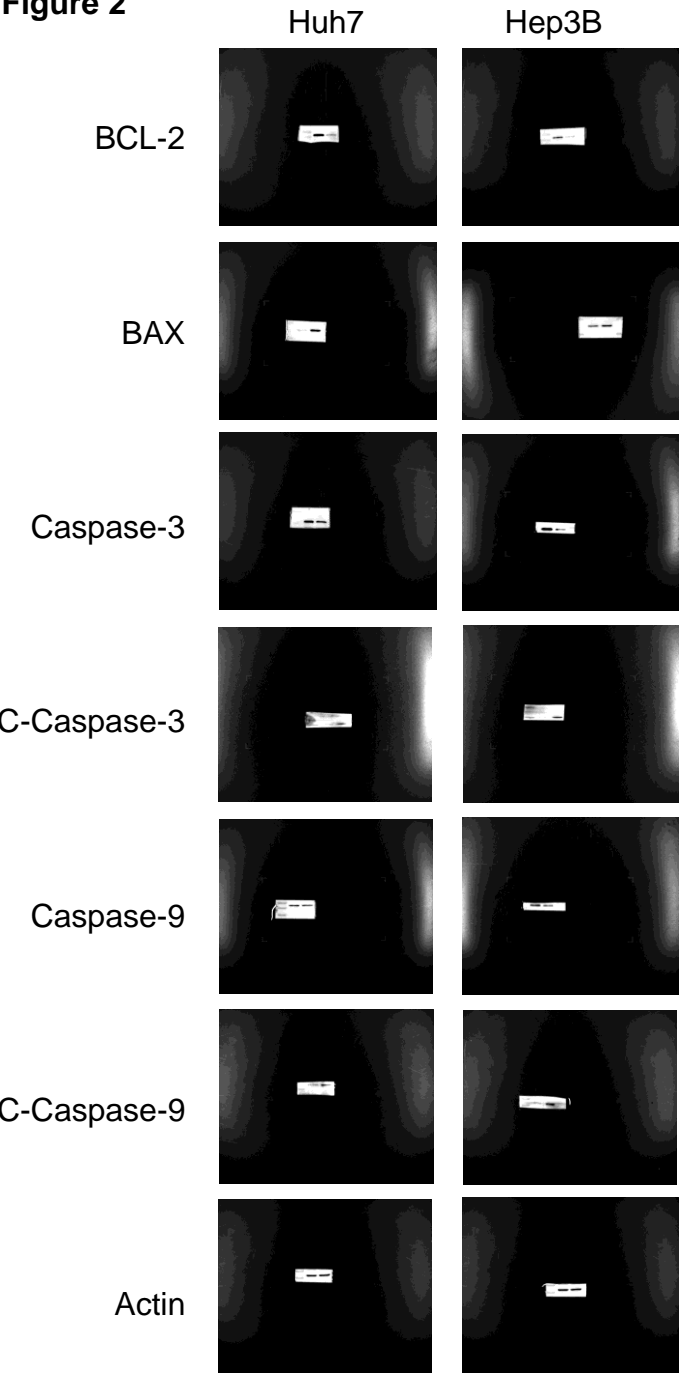

**Figure 3**

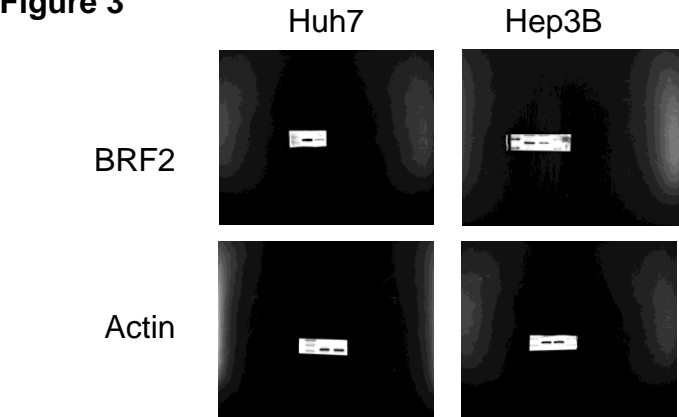

**Figure 4**

Huh7

Hep3B

BFR2

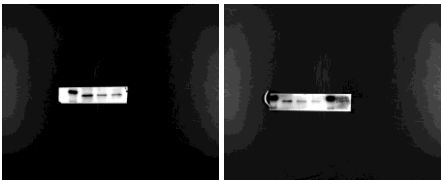

$\beta$ -actin

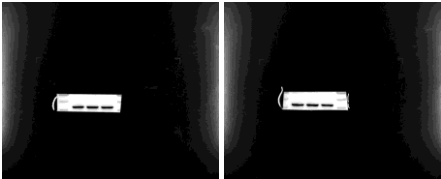

Caspase-3

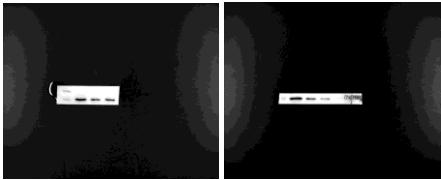

C- Caspase-3

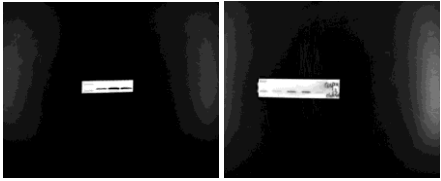

Caspase-9

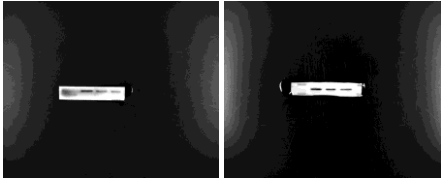

C- Caspase-9

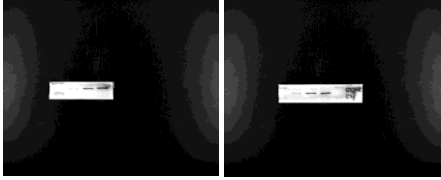

BCL2

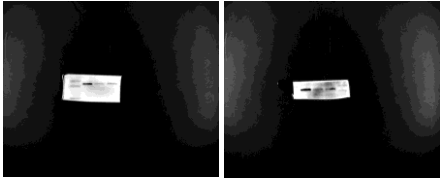

BAX

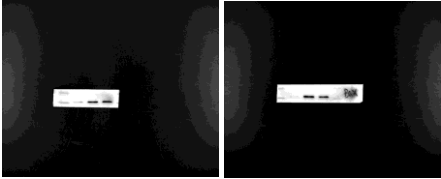

$\beta$ -actin

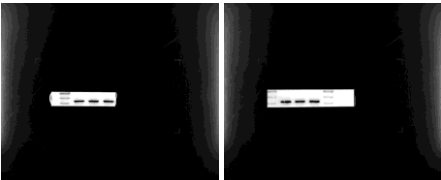

**Figure 5**

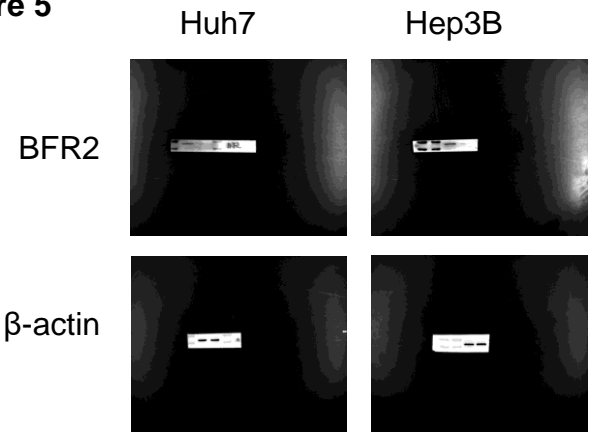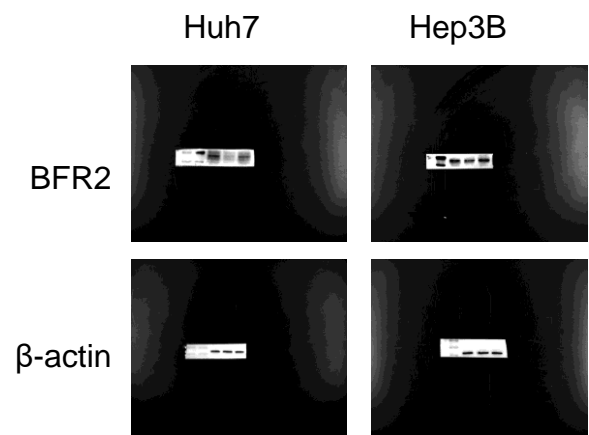

**Figure 6**

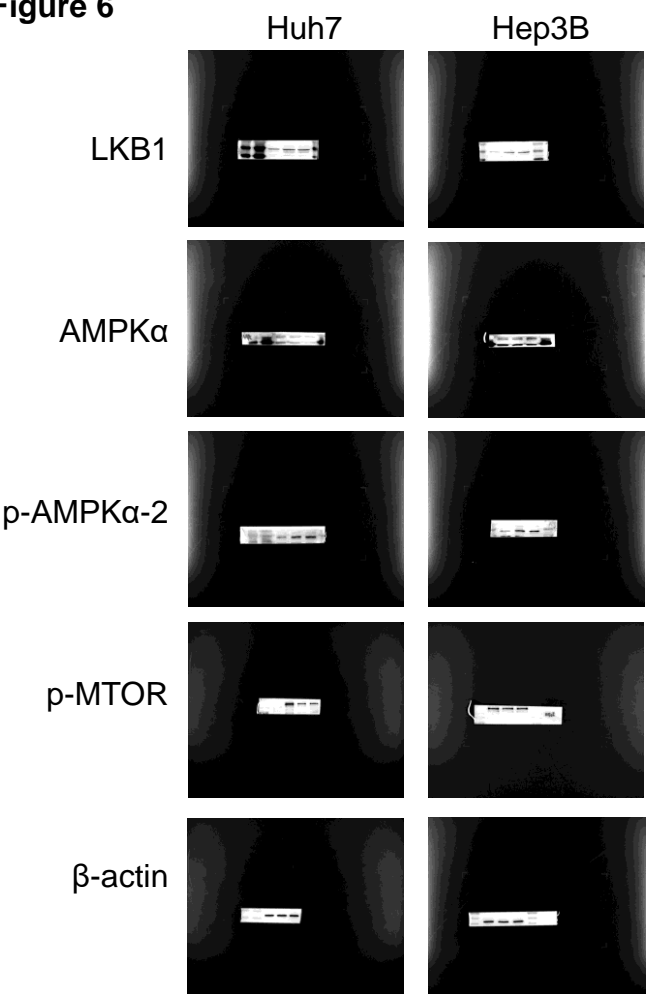

Figure 7

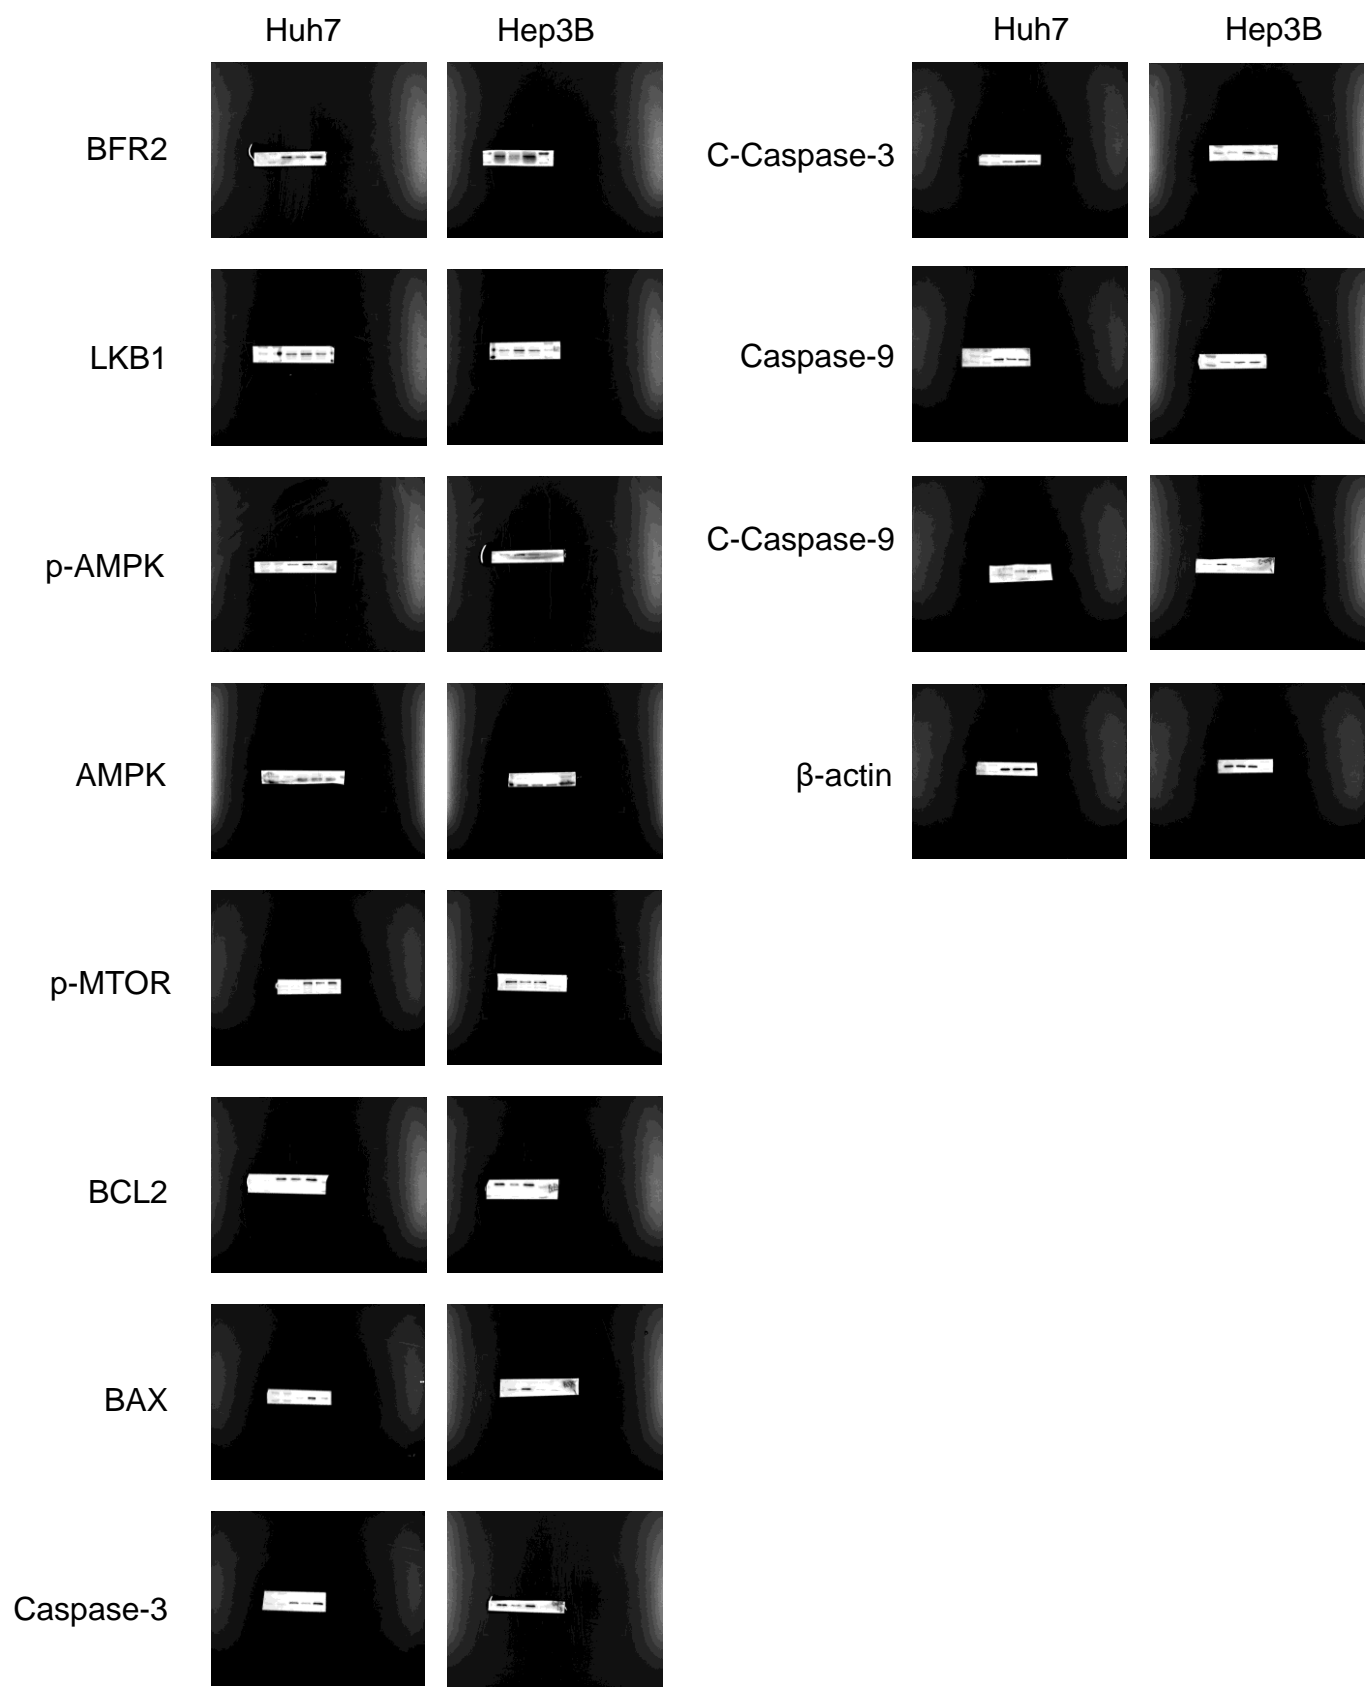

**Supplement:** Supplementary file 2 — Supplementary Material 2

How the deposited data were processed for this re-analysis (not part of the article)

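RNA-seq of Huh7 cells after transfection of a control siRNA (Huh7-NC) or of an siRNA against BRF2 (Huh7-si) was analyzed, with 1 library in each of the 2 conditions. The paper states that sequencing and analysis followed an earlier study and gives thresholds of fold change and p; the aligner, counting tool, genome build, annotation and strandedness are not named in its text.

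The authors deposited one table of 61541 genes by Ensembl identifier. For each library it gives an estimated count of reads per gene, not scaled to library size, and a TPM value, both made by the authors. The estimated counts are partly fractional and sum to 22852648 in Huh7-NC and 22089016 in Huh7-si. The deposited fold (ratio) column is the ratio of the libraries' counts per total count, the deposited log2 column is its logarithm, and the deposited p-value column was computed by the authors from these 2 libraries. In the authors' deposited table, the p-values of 99.9% of the 20071 genes with 5 or more reads lay within 1 percent, on the log10 scale, of the MARS formula of DEGseq. No other columns of per-sample values were left unused. The table gives the gene length in bases and a description, and no pathway or GO membership, so the counts planned for human papillomavirus infection, transcription regulator activity and ATP binding were not made.

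From the estimated counts, rounded to whole numbers for tests on reads, fold changes were computed as ratios of CPM. Genes with a fold of at least 2 and an unadjusted p under 0.05 from a two-sided exact binomial test were called; a gene at 0 in one library counted as past the fold threshold. The test compares the 2 libraries, not the conditions, because no spread between replicates can be estimated. Intervals are 95% Clopper-Pearson intervals. A count of 0 allows up to 3 reads. The genes named in the text were BRF2, MALAT1, STK11, PRKAA1, PRKAA2, MTOR, BAX, BCL2, CASP9, ACTB, GAPDH, the AMPK and mTOR complex 1 lists, and the 5 largest rises and 5 largest falls among called genes with at least 100 reads in the higher library and more than 3 in the lower; NEAT1, XIST, TSIX, KCNQ1OT1, TUG1, RN7SK, SERF1B and the gene families were chosen after their values were seen. The thresholds, the rule for named genes, the gene lists, the exact binomial test and the alternatives other than those given below as added were set before the data were examined. edgeR and DESeq2 were used for scalings and alternatives alone. One further gene of the rule, and the list that holds it, are not reported here.

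Of the gene identifiers, 94.8% are in GENCODE release 29 (GRCh38), from which gene types, positions, transcripts and 3′ UTRs were taken; the build the authors used is not named in the paper's text. The gene lists (ampk_core, mtorc1, pol3_type3, selenoproteins, interferon_response, hepatocyte, proliferation, integrated_stress_response, silent_receptors, mitochondrial_encoded, ribosomal_protein, replication_histones) were compared by their median log2 fold change, with a pseudocount of 0.5 reads and genes of at least 10 reads over both libraries, with 10000 random lists matched on mean expression in 10 bins. For siRNA seed matches, the 7-base match to guide positions 2 to 8 was compared with every other order of the same 7 bases that occurs often enough (209 for BRF2-1 and 419 for BRF2-2), fewer than the number of shuffles planned because no more orders exist.

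Alternatives were the scaling (edgeR's TMM, DESeq2's median of ratios, the upper quartile, the total without the 100 top genes), the test (MARS, Benjamini-Hochberg adjustment, edgeR's exact test with an assumed biological coefficient of variation of 0.1 or 0.4), filters on low counts, pseudocounts, a fold threshold of 1.5, the authors' columns and protein-coding genes. Added after seeing the data were genes with a symbol, with the exact binomial test and with the authors' columns, and log2 fold changes less the median of genes of like length (20 bins).

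The tests were tried on simulated reads of 26379 genes with the real means and library sizes, 200 of them changed 4-fold. All 200 were recovered with no added spread and 175 with a coefficient of variation of 0.4. The 95% intervals covered the true change of 186 of the 200 with no added spread and 116, 72 and 41 with a coefficient of variation of 0.1, 0.2 and 0.4. Of 200 random lists drawn from 17921 genes, 10 fell outside percentiles 2.5 to 97.5. In the seed comparison over 13808 genes, a shift of -0.1 put into 100 shuffles was found under percentile 2.5 in 100 of them. Of the 100 without a shift, 1 fell outside percentiles 2.5 to 97.5. The shuffles moved fold changes between genes and so removed any trend with length. They therefore do not show how the comparison behaves where such a trend is present. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used.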

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

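The tests of explanations in this part, with their cut-offs, were chosen after the results were seen. The alternatives in this part were set before the data were examined, except the change relative to genes of like length. A first test of nuclear RNA on NEAT1, XIST and KCNQ1OT1 was dropped because these genes had been picked for their rise. The set test below replaced it.

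MALAT1, NEAT1 and XIST, long noncoding RNAs whose levels the paper does not report for this experiment, were higher in Huh7-si. MALAT1 went from 1413 to 10512 reads, a log2 fold change of 2.94 (95% interval 2.86 to 3.03), NEAT1 from 1512 to 6907 reads (2.24) and XIST from 1586 to 7380 reads (2.27). TSIX overlaps XIST on the other strand and rose from 20.7 to 81.6 reads, so the assignment between them is uncertain. Under the alternatives the log2 fold change of MALAT1 ranged from 2.27 to 2.98. A swap of the labels is argued against by BRF2, whose log2 fold change was -1.77 in the library labelled Huh7-si. Gene length alone is argued against by the distance of MALAT1 to genes of like length, 2.27 on the log2 scale. The fall of BRF2 fixes the labels but not the cause. A larger share of nuclear RNA in the Huh7-si library stays open: 274 other long intergenic RNAs with at least 100 reads had a median log2 fold change of 0.40, at percentile 99.9 of lists matched on expression and length (median 0.27). That shift is far smaller than the rise of MALAT1. The 13 mitochondrial mRNAs, which are not nuclear, were higher too (median 0.30, percentile 100 of lists matched on expression and length). With TMM scaling, which lowers every log2 fold change alike and leaves the percentiles unchanged, the mitochondrial median was 0.07 and MALAT1 had 2.72. An effect of BRF2 knockdown also stays open, since 1 library per condition cannot separate it from other differences between the libraries.

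Of the called genes, 826 up-regulated and 106 down-regulated genes carry no symbol in the deposited table, genes outside those the paper discusses. The counts were 617 and 195 with TMM scaling, 624 and 189 with median-of-ratios scaling, 289 and 48 with an assumed biological coefficient of variation of 0.4, 254 and 26 with at least 10 reads in each library, 352 and 37 with at least 1 CPM in either library and 167 and 18 with a pseudocount of 1 CPM. Low counts do not account for all of them, since 85 of the up-regulated ones had at least 100 reads in Huh7-si and more than 3 in Huh7-NC. Whether reads of genes on the other strand contribute cannot be told apart, because the paper's text does not name the strandedness: 44.2% of those with a position overlap a named gene with reads on the other strand, against 43.2% of the other genes without a symbol, a difference of 1.05 percentage points. No biological explanation was tested for them.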

How the results depend on the processing

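BRF2 was lower in Huh7-si and past the fold threshold with TMM or median-of-ratios scaling, a pseudocount of 0.5 reads and the TPM columns, on which no test was run, with log2 fold changes from -1.99 to -1.59, and at -1.89 relative to genes of like length.

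The numbers of DEGs depended on the processing more than BRF2 did; where a filter tests fewer genes, its construction lowers the count, and otherwise the cause was not tested. With TMM scaling, 1822 genes were up-regulated and 572 down-regulated, against 2742 and 270. With median-of-ratios scaling 542 were down-regulated, and with upper-quartile scaling 432. The higher genes made up 91.0% of the DEGs with total reads, 76.1% with TMM, 77.6% with median of ratios and 82.2% with the upper quartile. With edgeR's exact test at an assumed biological coefficient of variation of 0.4, 687 were up-regulated and 76 down-regulated. Requiring 10 reads in each library gave 1424 and 107, requiring 1 CPM in either library 1666 and 128, a pseudocount of 1 CPM 911 and 43, protein-coding genes alone 1370 and 134, and a fold threshold of 1.5 gave 4634 and 756. Restricted to genes with a symbol, an alternative chosen after seeing the data, 164 were down-regulated. Up-regulated genes outnumbered down-regulated ones under each alternative run on these counts.

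One gene of the AMPK list was up-regulated, and 0 were with TMM scaling or relative to genes of like length, the latter chosen after seeing the data; the log2 fold change of PRKAA2 was then 0.78 and 0.33. By the TPM columns, on which no genes were called, PRKAA2 had 1.19 and PRKAA1 1.29, both past the fold threshold. The median of the AMPK list was 0.07, and -0.15 with TMM scaling.

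Among the single genes, 15 values changed sign. By the TPM columns these were STK11 (0.34), ACTB (0.0557), PRKAG2 (0.35), STRADB (0.0552), CAB39L (-0.63) and AKT1S1 (4.6e-04). With TMM and with median-of-ratios scaling they were PRKAB1 (-0.13 and -0.11), STRADA (-0.15 and -0.14) and CAB39L (-0.16 and -0.14). Relative to genes of like length they were PRKAB2 (-0.13), CAB39L (-0.16) and RPTOR (-0.17). TMM and median-of-ratios scaling shift every log2 fold change by -0.22 and -0.21, so their sign changes follow from the construction and say nothing about the single genes; of the others, the cause was not tested. Of the other changes among single genes, 4 became weaker and 2 stronger. The siRNA seed comparison kept its direction with the 8-base match.

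The depth limits genes near the floor: BCL2 had 6 and 4 reads, too few to give a direction.

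The counts planned for human papillomavirus infection, transcription regulator activity and ATP binding genes were not run, because membership was not used here. No paired analysis was possible because each condition has 1 library.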

Differences from the paper's values

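The level of BRF2 mRNA in Huh7-si relative to Huh7-NC was 0.294, against the paper's qRT-PCR value of about 0.19 for the second siRNA in Fig. 4a, read by eye. Of the alternatives set before the data were examined, TMM scaling (0.251) and median-of-ratios scaling (0.255) came within 1.5 times of that value, and the pseudocount of 0.5 reads (0.294) and the TPM columns (0.333) did not. The paper's text does not name which siRNA was sequenced. For the first siRNA, about 0.31 in Fig. 4a, read by eye, the value of 0.294 lies within 1.5 times. The values here are relative to scaled reads. The paper lists primers for β-actin, so its qRT-PCR values may be relative to that mRNA, whose level (ACTB) was 0.883 here with total reads. A closer value under 1 scaling therefore does not favor that scaling.

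The level of PRKAA2 (AMPKα-2) mRNA in Huh7-si relative to Huh7-NC was 2.01. It lay within 1.5 times of the paper's qRT-PCR values of about 2.1 and about 1.7 for the 2 siRNAs in Fig. 6f, read by eye. The same limit on the reference mRNA applies.

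The numbers of DEGs, 3012 in all with 2742 up-regulated and 270 down-regulated, lay within 1.5 times of the paper's 2192, 1991 and 201. The authors' fold change and p columns over all genes, a setting chosen beforehand, gave 3202, 2868 and 334. Of these, the 334 did not lie within 1.5 times of the paper's number. The same columns over the genes with a symbol, a setting chosen after seeing the values, gave 2192, 1991 and 201, the paper's numbers.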

Other observations

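The tests of subtracted background, fragment length, genes with 1 exon, the spread between replicates and PRKAA2 in this part, with their cut-offs, were chosen after the results were seen.

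Many more genes were higher than lower in Huh7-si. Scaling by total reads is argued against as the whole cause, since the ratio of higher to lower genes was at least 3.19 under the other scalings. Low counts are argued against too, because the ratio was 22.08 among genes with at least 100 reads in each library (530 higher and 24 lower). Background reads from genomic DNA or unspliced RNA in the Huh7-si library stay open as a part of it. Such reads would raise receptor genes that liver cells do not use. Of 528 of these, 65 were detected in Huh7-NC and 94 in Huh7-si, with 289 and 600 reads, a rise of 2.15-fold at equal depth. This rise cannot tell background from a general rise of weakly expressed genes. The 25 receptor genes with at least 10 reads had a median log2 fold change of 0.82, at percentile 79.7 of lists matched on expression (median 0.58). As the whole cause, background of this size is argued against: taking 0.36 reads per kilobase off every gene left 2468 higher and 322 lower genes, a ratio of 7.66. The ratio was 4.60 among protein-coding genes with 1 exon, which argues against unspliced RNA as the whole cause and leaves it open as a part, since it was 10.2 among all protein-coding genes. It was 5.03 or more in every eighth by GC content.

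The change rose with gene length, with Spearman's rho 0.58 among the 10679 protein-coding genes with at least 100 reads in each library and 0.46 among all 14078, genes that are not independent. Higher genes still outnumbered lower ones 2.15 to 1 in the shortest eighth, so length is not the whole cause of the excess. Relative to genes of like length there were 2029 higher and 364 lower genes, and 191 and 59 among those with at least 100 reads in each library. The fragment lengths implied by the deposited counts and TPM of 52 genes with 1 transcript were 239 bases in Huh7-si and 250 in Huh7-NC, a difference of -11 bases, which argues against fragment length. A candidate explanation that was not tested is a difference in RNA integrity or library preparation, for which read positions would be needed.

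How many DEGs the spread between replicates could give cannot be told apart from an effect of the knockdown with 1 library per condition. In simulated reads of unchanged genes, 184 genes passed the thresholds with counting error alone, 243 with a biological coefficient of variation of 0.1, 742 with 0.2 (395 higher and 347 lower) and 4336 with 0.4 (2094 higher and 2242 lower). The simulated spread was drawn separately for each gene and gave genes in both directions alike. The 270 lower genes seen with total reads are fewer than the 347 at 0.2 or the 2242 at 0.4. With TMM scaling 572 genes were lower, more than at 0.2, so the comparison depends on the scaling. A spread shared by many genes was not simulated, so the comparison cannot exclude it.

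PRKAA2 is 9355 bases long. Of the 835 protein-coding genes of like length, 25.4% had a log2 fold change at least as large and 209 were up-regulated, so its rise is consistent with the length trend. This does not exclude an effect of the knockdown, and the paper's qRT-PCR, another assay, also has AMPKα-2 mRNA higher after knockdown.

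The paper reports LKB1 and phosphorylated AMPK by western blot, which these libraries do not measure. At the mRNA level, BAX had a log2 fold change of -0.28, CASP9 of -0.03 and BCL2 of -0.54, the last on 6 and 4 reads. ACTB and GAPDH had -0.18 and -0.52.

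BRF2 serves RNA polymerase III genes of type 3 and the selenocysteine tRNA. Of 14 such genes listed, 13 are in the table and 1, RN7SK, had at least 10 reads, going from 24 to 110 reads; its log2 fold change was 2.24 (95% interval 1.60 to 2.95) and lay from 2.02 to 2.30 under the alternatives. In all, 4 genes of the list were up-regulated and 0 down-regulated, RMRP, RPPH1 and RNU6-2 from 0 reads, which allows up to 3, to 6 reads or fewer. The 13 genes of the list in the table had 27.7 and 129 reads in all. The RNA selection of the libraries is not named in the paper's text, and one gene with at least 10 reads does not speak for the list. The 22 selenoprotein genes had a median log2 fold change of -0.27, at percentile 0.13 of lists matched on expression and 15.0 of lists matched on length as well. The 18 proliferation genes had a median of -0.37, at percentiles 0.20 and 0.07, and the 15 interferon response genes -0.28, at percentiles 0.14 and 0.05. With 1 library per condition, the percentiles of these lists are a description of these libraries.

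The remaining lists had these medians, with percentiles among lists matched on expression and then among lists matched on gene length as well: AMPK 0.07 (38.0 and 53.4), mTOR complex 1 0.42 (97.4 and 86.0), hepatocyte -0.13 (26.0 and 84.2), integrated stress response -0.16 (6.26 and 27.1), silent receptors 0.82 (79.7 and 74.6; 25 genes with at least 10 reads), mitochondrial mRNAs 0.30 (99.3 and 100), ribosomal protein genes with their pseudogenes -0.52 (0 and 0) and replication histones -0.13 (0 and 4.46).

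Genes whose 3′ UTR holds the 7-base seed match of BRF2-1 (TGAGGAT, 1689 genes) had a median log2 fold change 0.09 above that of genes without it, where other orders of the same bases gave 0.15, at percentile 0.957. For BRF2-2 (CAGATAG, 1080 genes) the difference was 0.16 against 0.15, at percentile 77.8. With the 8-base match the percentiles were 2.39 and 70.4. These percentiles describe 2 libraries and do not show which siRNA was used.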
